# Diurnal retinal and choroidal gene expression patterns support a role for circadian biology in myopia pathogenesis

**DOI:** 10.1038/s41598-023-50684-2

**Published:** 2024-01-04

**Authors:** Richard A. Stone, John W. Tobias, Wenjie Wei, Jonathan Schug, Xia Wang, Lixin Zhang, P. Michael Iuvone, Debora L. Nickla

**Keywords:** Genetics, Neuroscience, Medical research, Pathogenesis

## Abstract

The prevalence of myopia (nearsightedness) is increasing to alarming levels, but its etiology remains poorly understood. Because both laboratory and clinical findings suggest an etiologic role for circadian rhythms in myopia development, we assayed gene expression by RNA-Seq in retina and choroid at the onset of unilateral experimental myopia in chick, isolating tissues every 4 h during a single 24-h period from myopic and contralateral control eyes. Occluded versus open eye gene expression differences varied considerably over the 24-h sampling period, with some occurring at multiple times of day but with others showing differences at only a single investigated timepoint. Some of the genes identified in retina or choroid of chick myopia were previously identified as candidate genes for common human myopia. Like differentially expressed genes, pathways identified by Gene Set Enrichment Analysis also varied dramatically by sampling time. Considered with other laboratory data, human genetic and epidemiology data, these findings further implicate circadian events in myopia pathogenesis. The present results emphasize a need to include time of day in mechanistic studies of myopia and to assess circadian biology directly in trying to understand better the origin of myopia and to develop more effective therapies.

## Introduction

Myopia (nearsightedness) develops from a mismatch between the optical properties of the tissues in the front part of the eye and the length of the vitreous chamber, such that distant images focus anterior to the retinal photoreceptors^1^. Most commonly, myopia results from an elongated eye. Besides the functional inconvenience of blurred vision, myopia predisposes to many blinding diseases in adulthood, including various macula and retinal degenerations, retinal detachments, glaucoma and certain forms of cataract^2^. Myopia accordingly is a significant risk factor for acquired blindness in adults. None of the many available optical and surgical approaches to improve the defocused vision are known to reduce the development of myopia-associated ocular disease. Particularly worrisome, the prevalence of myopia is increasing dramatically worldwide, reaching a prevalence in young adults of some 80–90% in regions of East and Southeast Asia and up to 40–50% in the United States and Europe^3–5^. It is estimated that some 50% of the world's population may be myopic by 2050^6^. Why myopia develops and why its prevalence is increasing remain unclear despite over a century of clinical and basic investigations, speculations and hypotheses.

Research in experimental animals, with confirmatory evidence in children, has demonstrated that visual input governs refractive development^7–10^. For example, wearing an image-degrading diffuser induces ipsilateral form deprivation myopia as frequently studied in chicks and young mammals^11^. From this and other approaches, much research has identified the retina as governing ocular growth and myopia. Visual input also modulates the thickness of the choroid, the tissue underlying the retina. The choroid is hypothesized to interact with the retina and with the sclera in a signaling cascade that regulates ocular growth and refraction^12–14^. Laboratory methods applied to understand myopia pathogenesis have revealed an overwhelming number of signaling molecules, enzymes, transcription factors and pathways that may impact ocular growth and refraction^9^. Besides blur or other image qualities, the intensity and color of ambient light impact refractive development in experimental animals and likely in humans^15–17^.

Developing a unified framework to understand the pathogenesis of clinical myopia has proved challenging. Emerging from contemporary laboratory studies in animal models and clinical research is the notion that refractive errors may arise from circadian disruption^9,18–20^. The extent of these observations, detailed below, reinforces a key role for circadian rhythms in regulating ocular development and suggests that circadian biology may lead to a much-needed framework to understand myopia pathogenesis.

Despite suggestions of circadian impact^9^, only some molecular studies of the retina have controlled for or precisely reported time of day, as illustrated for chick^21–25^. Also considering the choroid’s likely interactions with retina in governing eye growth^14^, very few molecular investigations have separately included choroid, and none have examined gene expression in either tissue across a full day. Here, we studied gene expression in the retina and separately in the choroid at the initiation of form-deprivation myopia in chick, a widely studied experimental myopia model^26^. For choroid, we are aware of only sparse prior data contrasting gene expression in occluded versus open eyes^21^. In comparing eyes developing myopia with contralateral control eyes in each tissue, we discovered striking differences throughout the day of altered genes. A limited number of differentially expressed chick genes overlapped with genes implicated in human myopia. Biological pathways in both tissues, like individual genes, vary with sampling times throughout the day. These results not only further buttress a role for circadian biology but also reveal time of day as a novel parameter for including in studies addressing myopia mechanisms.

## Results

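Retina (with the retinal pigment epithelium) and choroid were dissected from both eyes of 36 chicks, with 6 birds at each of 6 sampling times. The right eye of each bird had worn an image-degrading diffuser and the left eye had been left open. The deposited table covers 72 retina samples and 70 choroid samples, since the choroid of 1 occluded eye at ZT 12 and the choroid of 1 open eye at ZT 20 are not in it. The authors mapped the reads to the chicken transcriptome with Salmon and summarized them to genes, and the deposited values are the estimated counts of 17136 Ensembl genes, written as whole numbers without normalization. A sample held between 12.2 and 134.2 M counts (M for mega), with a median of 21.8 M in retina and 24.5 M in choroid. The 10 most abundant genes took a median of 6.1% of a retina sample's counts and 8.2% of a choroid sample's counts. Between 13037 and 15661 genes had at least 1 count in a sample. Genes are given here by their Ensembl identifier and by the symbol that the paper's supplementary tables pair with it. The files hold no chromosome positions. Expression levels are log2 CPM (counts relative to a library of 1 M counts) with a prior count of 2, scaled by edgeR's TMM method.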

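Principal components were computed from the log2 CPM of 14983 genes in all samples. The first component carried 83.2% of the variance, the second 3.4% and the third 1.8%. On the first component the range of the retina samples did not overlap the range of the choroid samples. The share of the first component lay between 83.0% and 83.7% when each bird was left out in turn. Of the alternatives tried, restricting the components to the 500 genes with the largest variance moved this share most, to 91.3%.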

As expected for the full dataset, tissue (retina vs. choroid) was the strongest factor separating gene expression results in the samples. 

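Within each tissue, the component most strongly related to sex was sought among the first 10 components. In retina it was the second component, with 16.1% of that tissue's variance and a point-biserial correlation with sex of 0.755. In choroid it was the third component, with 7.7% of the variance and a correlation of 0.951. In the components of all samples of both tissues it was the third, with 1.8% of the variance and a correlation of 0.979. Both eyes of each bird enter these correlations and the component was chosen by the correlation itself, so no p-value was attached to them. With the 500 most variable genes, the first component of retina was the one related to sex, with a correlation of 0.976 and 33.4% of the variance.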

A secondary grouping, not corresponding to any experimental design parameters, separated the samples by sex as identified by the presence/absence of genes located on the W sex chromosome of female birds. Sex was included in statistical models going forward. 

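For each of the 12 groups of a tissue (6 sampling times by 2 eyes), the standard deviation of log2 CPM between birds was computed per gene and its median over genes was taken. The middle value of these medians was 0.172 in retina and 0.262 in choroid. The choroid value was higher than the retina value in 12 of 12 groups, by 0.122 on average. With the eyes of a sampling time averaged, it was higher at 6 of 6 times (exact paired permutation test, two-sided, p = 0.0312, the smallest p that 6 times allow). The largest value was 0.450, in choroid of open eyes at ZT 16. The biological coefficient of variation that edgeR estimated over all genes was 0.174 in retina and 0.333 in choroid. The choice of genes moved the difference most: over the 500 most variable genes it was 0.941 on average, again with choroid higher in every group.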

Overall, retina samples were less variable than choroid samples. 

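Each tissue was fitted by itself with edgeR's quasi-likelihood model, with 1 coefficient for each of the 12 groups and 1 for sex. A gene was tested when it passed edgeR's filter on low counts, which left 13930 genes in retina and 14404 genes in choroid. The difference between eyes at a sampling time was the contrast of the occluded and open groups of that time, and adjusted p-values were computed over the tested genes of that contrast by the Benjamini-Hochberg method. Each bird gave both of its eyes, so every comparison of eyes was also fitted with the bird as a block. To see whether the eyes of a bird resembled each other, each sample's deviations from its group mean were correlated across genes between the eyes of a bird. The mean correlation was 0.361 over 36 birds in retina and 0.288 over 34 birds in choroid. Between an eye and the fellow eyes of the other birds of its group it was -0.07 and -0.056. By sampling time the same-bird mean ran from 0.084 (ZT 12) to 0.508 (ZT 20) in retina. In choroid it ran from 0.1 (ZT 8) to 0.454 (ZT 4), with 0.121 at ZT 20. These correlations are across genes, which are not independent replicates.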

Parallel analyses addressed retina and choroid samples separately, examining the effects of eye and sampling time.

### The expression levels of many genes vary over time

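For the changes over time, the samples of each tissue and eye were fitted separately with sampling time and sex, and the 5 time coefficients were tested together by edgeR's quasi-likelihood F-test. In retina, 9771 genes of occluded eyes and 8257 genes of open eyes had an adjusted p-value under 0.05, which is 57.0% and 48.2% of the genes in the deposited table. In choroid, 9357 genes of occluded eyes (54.6%) and 9901 genes of open eyes (57.8%) did. Taken as a share of the genes tested, these counts were 71.1% of 13749 genes and 60.3% of 13701 genes in retina, and 67.1% of 13950 genes and 70.1% of 14120 genes in choroid. The smallest adjusted p-value in open retina was that of ARNTL (ENSGALG00000005378; 7.36e-22), with a mean log2 CPM of 6.90 ± 0.08 (SD, n = 6 birds) at ZT 8 and 4.80 ± 0.13 (SD, n = 6) at ZT 0. In occluded retina it was that of ENSGALG00000001035 (1.76e-23), with 7.89 ± 0.10 (SD, n = 6) at ZT 8 and 5.01 ± 0.14 (SD, n = 6) at ZT 20. In open choroid it was that of TCTN2 (ENSGALG00000023683; 1.02e-13), which was highest at ZT 16 (6.78 ± 0.28, SD, n = 6) and lowest at ZT 8 (5.36 ± 0.10, SD, n = 6). In occluded choroid it was that of RBPMS (ENSGALG00000010291; 1.21e-10), which was highest at ZT 8 (4.87 ± 0.13, SD, n = 6) and lowest at ZT 16 (3.70 ± 0.15, SD, n = 6). Of the alternatives tried, limma-voom with sample quality weights moved a count most, to 9967 genes in open retina. A bird was sampled at a single time, so no bird block applies to this test.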

For either retina or choroid, the expression levels of some 50–60% genes varied over the 24-h day (Table 1; Suppl. Tables S1A–S1D). Because we did not study constant light or dark conditions, diurnal or circadian effects cannot be distinguished from acute light effects. Because we tested only one daily cycle, the gene expression patterns here are properly described as diurnal rather than circadian^27^.

**Table 1:** Number of genes with expression levels varying over a 24-h day, using the criterion of p-adj < 0.05.

Eye	Retina		Choroid	
	Number of genes^a^	%^b^	Number of genes^a^	%^b^
Occluded eye	9930	57.9	9851	57.5
Open eye	8536	49.8	10,421	60.8

See Suppl. Tables S1A–S1D for complete lists in each tissue of all identified genes, sorted by the p-adj values for the variability of each.

^a^Number of varying genes, identified by Ensembl gene id’s, in each tissue/eye with p-adj < 0.05.

^b^Based on 17,136 total chicken Ensembl gene identifications.

To group these diurnal variations into patterns, we clustered genes with variable expressions into discrete expression patterns over 24 h for each tissue and eye. 

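At the adjusted p-value of 1e-08, 1432 genes of occluded retina and 487 genes of open retina remained in the edgeR time test. At 1e-11, 174 genes of open choroid and 0 genes of occluded choroid remained, although 9753 genes of occluded choroid had an unadjusted p-value under 0.05. These numbers depended most on the test: DESeq2's likelihood ratio test left 4008 and 2709 genes in occluded and open retina, and 2618 and 3959 genes in occluded and open choroid.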

To reduce the large number of varying genes into more manageable numbers, the clustering model for retina used a p-adj cutoff of 1 × e^−8^ (n = 3745 genes for open eyes; n = 2584 genes for occluded eyes); for the clustering model for choroid, a p-adj cutoff of 1 × e^−11^ (n = 2522 genes for open eyes; n = 3895 genes for occluded eyes). For retina, the gene expressions of occluded eyes clustered into 15 patterns; those of open eyes, into 12 patterns (Fig. 1). For choroid, the gene expressions of occluded eyes clustered into 6 patterns; those of open eyes, into 6 patterns (Fig. 1). In each tissue and eye, these patterns demonstrated the complexity of changing gene expression levels throughout the day. Many, though not all, varying genes showed highest or lowest expression levels near the end of the light phase.

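For each gene that varied over time, the sampling times with the highest and the lowest mean log2 CPM were found. The highest or the lowest level lay at ZT 8 or ZT 12 in 83.9% of the varying genes of occluded retina and 91.5% of those of open retina. In choroid the share was 87.1% in occluded eyes and 86.5% in open eyes. Over the 720 possible orderings of the 6 times, the highest or the lowest lies at one of these times in 60% of them. The libraries of ZT 8 and ZT 12 are numbered in a single run (104749 to 104796), apart from those of most other samples. A library batch shared by these times is therefore not ruled out. In retina ZT 12 was the most frequent time of the highest level (33.2% of genes in occluded eyes, 33.3% in open eyes) and of the lowest level (28.3% and 36.8%). In choroid the highest level was most often at ZT 16 in occluded eyes (38.2%) and at ZT 8 in open eyes (28.1%), and the lowest level was most often at ZT 16 in both (33.5% and 33.7%). With each bird left out in turn, the share at ZT 8 or ZT 12 lay between 82.0% and 85.0% in occluded retina, 90.4% and 92.1% in open retina, 85.1% and 88.2% in occluded choroid, and 84.8% and 87.5% in open choroid. Restricting the genes to those under the adjusted p-values that the paper clustered moved the share most, to 99.4% in open choroid.

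**Figure D1:**
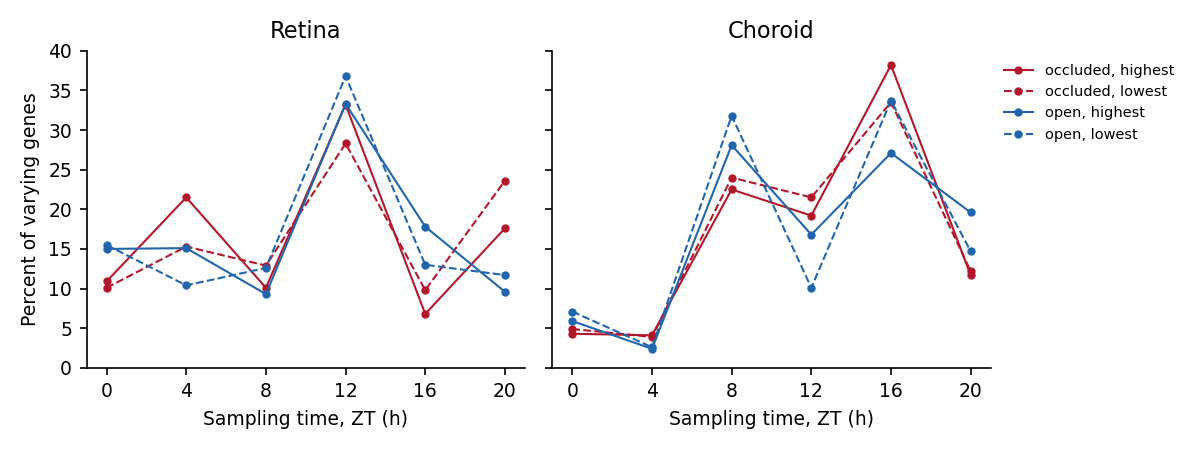
Percentage of the genes varying over time (vertical axis) whose mean log2 CPM was highest or lowest at each sampling time in h (horizontal axis), for retina and choroid of occluded and open eyes. In retina the percentages are largest at ZT 12, and in choroid of occluded eyes they are largest at ZT 16.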

**Figure 1:**
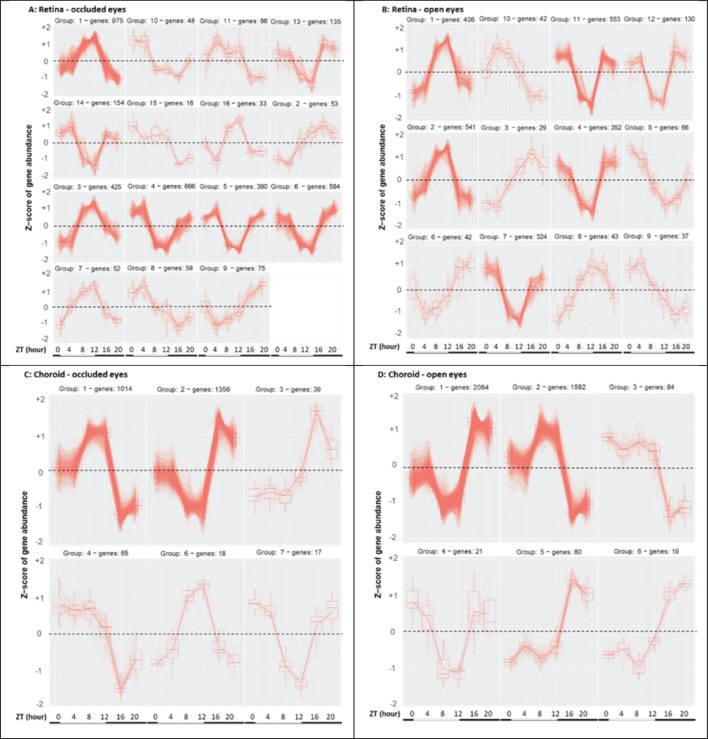
Patterns of variable gene expression in retina and choroid. The variable patterns of gene expression over 24 h are shown for the occluded eyes (**A**) and contralateral open eyes (**B**) of retina and for the occluded eyes (**C**) and contralateral open eyes (**D**) of choroid. These clustered patterns of expression were generated from a subset of varying genes using the statistical criteria described in the text. The density of each tracing represents the number of genes conforming to a specific pattern. The bottom bars on each panel illustrate the light:dark phases, with the light phase (white bar) beginning at ZT0, and the dark phase (black bar) beginning at ZT12. Abscissa: the sampling times in ZT (h). Ordinate or Z-scores: 0 = mean, with non-zero values corresponding to ± S.D.

### Gene expression differences between occluded and open eyes vary over time

In studying mechanisms for monocular experimental myopias, tissue levels of gene expression, neurotransmitters or proteins are typically compared between occluded and contralateral control eyes^9,18^. Using the statistical criterion of p-adj < 0.05 for both retina and choroid, the differences in gene expression between occluded and contralateral open control eyes varied markedly by time of tissue sampling (Table 2; Suppl. Tables S2A, S2B). 

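In retina, 19 genes had an adjusted p-value under 0.05 between occluded and open eyes at ZT 0, 37 genes at ZT 4, 57 genes at ZT 8 and 13 genes at ZT 12. At ZT 16 and ZT 20 the number was 0, while 1768 and 447 genes had an unadjusted p-value under 0.05. In choroid the numbers were 14 genes at ZT 0, 4 at ZT 4, 351 at ZT 8, 29 at ZT 12, 36 at ZT 16 and 30 at ZT 20. With the bird as a block, the retina numbers were 43, 56, 288, 33, 5 and 1 from ZT 0 to ZT 20. The choroid numbers with the bird as a block were 69 at ZT 0, 19 at ZT 4, and 257 higher and 160 lower at ZT 8. They were 68 at ZT 12, 372 at ZT 16 and 2632 at ZT 20. The last of these was the largest change from any alternative other than leaving out a bird. An eye without its fellow adds nothing under the block, as with the occluded eye of bird 21 at ZT 20. With bird 21 left out, the fit without the block gave 229 genes there. Under the block, 29 of the 30 choroidal genes at ZT 20 were among the 2632. Fitted to the samples of ZT 20 alone, a setting chosen after seeing the data, the block gave 0 genes there. With the eye labels swapped within birds, other splits gave up to 695 genes at ZT 20 under the block. The 5 paired birds allow 16 splits, too few for this test to tell the 2632 from chance.

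**Figure D2:**
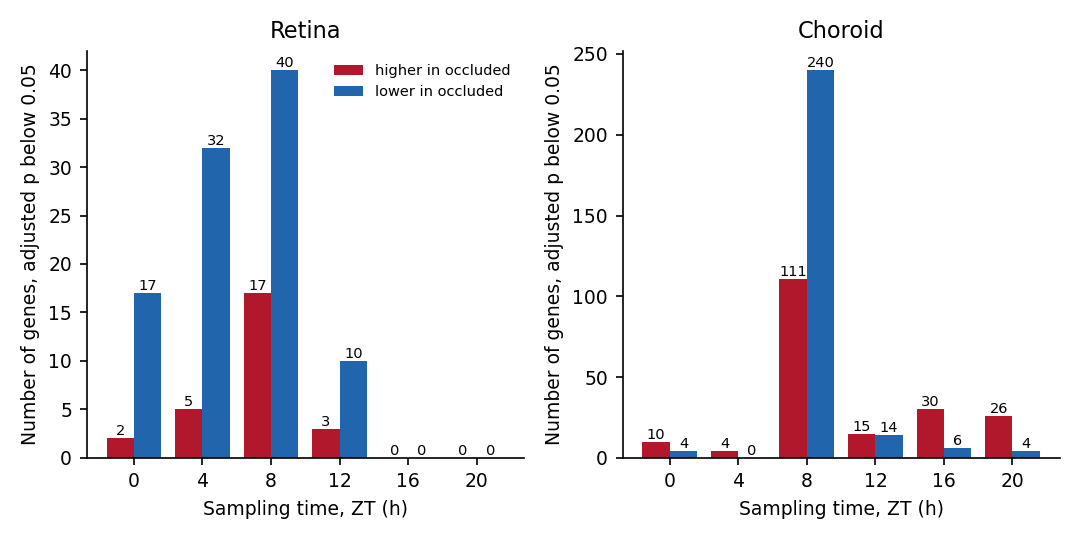
Number of genes with an adjusted p-value under 0.05 between occluded and open eyes (vertical axis) at each sampling time in h (horizontal axis), with a bar for genes higher and a bar for genes lower in occluded eyes. The choroid has its largest number, 351 genes, at ZT 8, and the retina has none at ZT 16 and ZT 20.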

Except for ZT 04, the number of differentially expressed genes was greater in choroid than in retina. 

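By edgeR's test more genes passed in retina than in choroid at ZT 0 and at ZT 4, and more passed in choroid at the other times. DESeq2, fitted to the same genes and samples, gave 26 genes in retina and 39 genes in choroid at ZT 0, so the order of the tissues at that time depended on the test. At ZT 4 it gave 52 genes in retina and 23 in choroid. At ZT 8 it gave 43 higher and 65 lower genes in retina, and at the later times 24, 4 and 0. From ZT 8 on it gave 712, 51, 91 and 176 genes in choroid.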

For each tissue, the number of differentially expressed genes increased between ZT 0 (lights on) and ZT 8 before reducing in number.

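The number of genes rose from ZT 0 to ZT 4 and again to ZT 8 in retina, whereas in choroid it was lower at ZT 4 than at ZT 0. When each of the 36 birds was left out in turn, the retina numbers lay between 11 and 26 genes at ZT 0, between 21 and 58 at ZT 4, between 15 and 96 at ZT 8 and between 6 and 22 at ZT 12. The choroid numbers lay between 3 and 19 at ZT 0, between 0 and 4 at ZT 4, between 8 and 35 at ZT 12, between 0 and 47 at ZT 16 and between 14 and 229 at ZT 20.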

**Table 2:** Numbers of genes with occluded versus open eyes expression differences at each time, using the criterion of p-adj < 0.05.

Sampling time, ZT in hours	Retina					Choroid				
	Number of retinal genes	Direction of gene expression changes in occluded eye relative to open eye; number and %				Number of choroidal genes	Direction of gene expression change in occluded eye relative to open eye; number and %			
		Up		Down			Up		Down	
0	28	4	14.3%	24	85.7%	39	24	61.5%	15	38.5%
4	62	10	16.1%	52	83.9%	27	9	33.3%	18	66.7%
8	119	53	44.5%	66	55.5%	673	205	30.5%	468	69.5%
12	21	5	23.8%	16	76.2%	51	23	45.1%	28	54.9%
16	4	0	0.0%	4	100.0%	96	64	66.7%	32	33.3%
20	0	0	0.0%	0	0.0%	193	156	80.8%	37	19.2%
Overall	24	3	12.5%	21	87.5%	32	20	62.5%	12	37.5%

Genes are listed with expression differences between occluded and open eyes that met the criterion of p-adj < 0.05.

“UP” = occluded/open eyes: + fold-change; “DOWN’ = occluded/open eyes: − fold-change.

“overall” = those genes with a response to occlusion (i.e., form-deprivation) that differed statistically between occluded versus contralateral open eyes over the 24-h day (see text).

See Suppl. Tables S2A and S2B for the specific genes meeting the p-adj < 0.05 criterion for each tissue, time and condition, ranked by log_2_ fold change.

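The retinal genes given here had a small adjusted p-value and the same direction in every bird of a sampling time. At ZT 0, ENSGALG00000005011 was lower in occluded eyes, with a log2 CPM of 4.69 ± 0.12 (SD, n = 6 birds) against 5.34 ± 0.06 (SD, n = 6) in open eyes, a log2 change of -0.65 (standard error 0.08, adjusted p = 4.94e-08). PCSK1 (ENSGALG00000014681) changed by -0.66 at that time (standard error 0.08, adjusted p = 4.94e-08). At ZT 4, WIF1 (ENSGALG00000039209) changed by -1.73 (standard error 0.31, adjusted p = 0.00339), and it did not pass when only the samples of ZT 4 were fitted. At ZT 8, NOG (ENSGALG00000003114) was higher in occluded eyes, with 4.23 ± 0.28 (SD, n = 6) against 3.22 ± 0.06 (SD, n = 6), a log2 change of 1.04 (standard error 0.14, adjusted p = 1.54e-06). In this comparison the open eye of bird 30 lay apart from the other open eyes in NOG, at 3.33. The bird block kept 19 of the 19 genes at ZT 0, 17 of the 37 at ZT 4, 56 of the 57 at ZT 8 and 13 of the 13 at ZT 12.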

For retina, gene expression differences occurred mostly from ZT 0 through the light phase, peaking at ZT 8. By ZT 16, only four genes were differently expressed; at ZT 20, no gene expression differences were detected between the retinas of the two eyes. 

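The paper lists 4 genes for retina at ZT 16, and in these same samples all 4 were lower in occluded eyes here as well. GAD2 (ENSGALG00000040436), a glutamate decarboxylase, had a log2 CPM of 7.73 ± 0.16 (SD, n = 6 birds) in occluded eyes and 8.06 ± 0.17 (SD, n = 6) in open eyes at that time. Its log2 change was -0.34 (standard error 0.07, adjusted p = 0.119), with lower values in the occluded eye of 6 of 6 birds. Under the bird block its adjusted p-value was 0.0163.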

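Of the retinal genes under the adjusted p-value of 0.05, 17 were lower and 2 higher in occluded eyes at ZT 0, 32 lower and 5 higher at ZT 4, 40 lower and 17 higher at ZT 8, and 10 lower and 3 higher at ZT 12. Blocked by bird, 27 were lower and 29 higher at ZT 4, and 131 lower and 157 higher at ZT 8. Every gene that the paper lists for retina at these times and that was tested here had the direction the paper gives. This covers 27 genes at ZT 0, 57 at ZT 4 and 20 at ZT 12, as well as those of ZT 8. The lists were selected from the same samples, so the shared direction is no separate test.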

Most of these genes were downregulated in the occluded eye relative to its contralateral eye. A marked reduction in the number of differentially expressed genes in retina occurred during the dark phase.

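The counts by sampling time come from a model that shares 1 estimate of the spread over all 12 groups. When only the samples of a given time were fitted, 3 retinal genes passed at ZT 0, 45 at ZT 8 and 3 at ZT 12, and 0 passed at ZT 4, ZT 16 and ZT 20, where 528, 1861 and 546 genes had an unadjusted p-value under 0.05.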

The choroid demonstrated a greater number of differentially expressed genes between occluded and open eyes than retina, particularly at ZT 8, ZT 16 and ZT 20 (Table 2). 

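The choroidal numbers at ZT 8 rested on few birds. With bird 26 left out, 36 genes passed at that time, and with bird 25, 29 or 27 left out, 49, 133 or 139 genes passed. With bird 28 left out, 1213 genes passed, and with bird 30 left out, 352. The level of 41 genes of photoreceptors and retinal neurons and glia was measured in each choroid sample as the median percentage of their mean CPM in retina. This percentage was 0.164 in the middle choroid sample and above 1 in 11 of 70 samples. It was highest in the open eyes of birds 26 (18.0) and 25 (12.8) at ZT 8, the open eye of bird 2 at ZT 0 (10.3), the occluded eye of bird 22 at ZT 20 (9.90), and the open eye of bird 27 (3.87) and the occluded eye of bird 28 (3.49) at ZT 8. At ZT 8 the score of these genes was lower in the occluded eye of 5 of 6 birds (exact paired permutation test, two-sided, p = 0.156). With this score as a covariate, 69 genes passed at ZT 8, and 67 of them were among the 351.

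**Figure D3:**
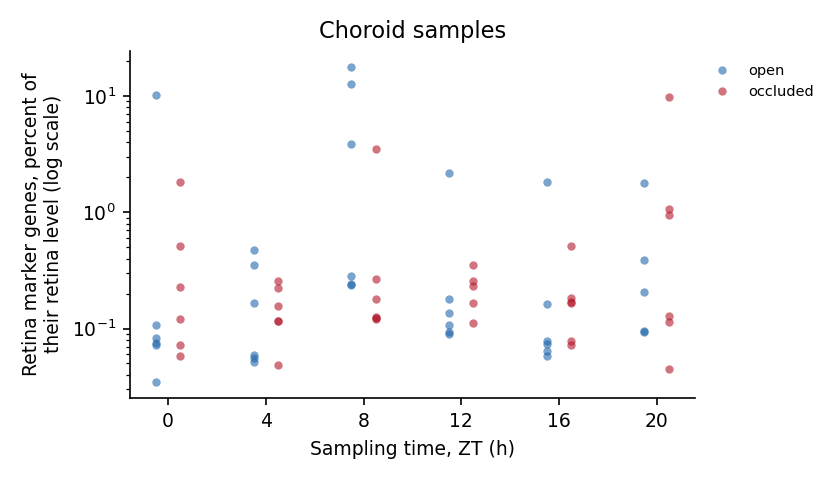
Level of 41 retina genes in each choroid sample, as a percentage of their level in retina (vertical axis, logarithmic), by sampling time in h (horizontal axis). Each point is 1 sample, and the open eye of bird 26 at ZT 8 is the highest, at 18.0%.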

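At ZT 16 the smallest adjusted p-value in choroid was shared by DIS3L2 (ENSGALG00000007767), PTHLH (ENSGALG00000017295) and C17orf58 (ENSGALG00000003590). DIS3L2 had a log2 CPM of 4.76 ± 0.23 (SD, n = 6 birds) in occluded eyes and 3.96 ± 0.44 (SD, n = 6) in open eyes. Its log2 change was 0.76 (standard error 0.14, adjusted p = 0.00545), higher in 6 of 6 birds. C17orf58 was higher in the occluded eye of every bird at ZT 16 (log2 change 1.40, standard error 0.26) and at ZT 20 (1.58, standard error 0.28, adjusted p = 0.0035). ENSGALG00000017029 was lower in occluded eyes at ZT 20, by a log2 change of -2.98 (standard error 0.54, adjusted p = 0.00398), in 5 of 5 birds. At ZT 12, at the end of the light phase, ID2 (ENSGALG00000035016) changed by -0.90 (standard error 0.15) and WNT4 (ENSGALG00000041708) by 1.77 (standard error 0.29, adjusted p = 0.000475), with bird 31 apart from the other occluded eyes in WNT4, at 3.32. When only the samples of a time were fitted, 1 choroidal gene passed at ZT 16 and 0 passed at ZT 20, where 669 genes had an unadjusted p-value under 0.05. In the fits of ZT 16 and ZT 20 DIS3L2, PTHLH, C17orf58, CER1 and ENSGALG00000017029 did not pass, and the fits of the other times had 11 genes at ZT 0, 1 at ZT 4, 63 at ZT 8 and 40 at ZT 12.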

Choroidal inter-eye differences in gene expression also varied by time, but not with the marked reduction in the number of differentially expressed genes during the dark phase as in retina. The patterns of up- and downregulated genes also were more complicated. 

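In choroid, 10 genes were higher and 4 lower in occluded eyes at ZT 0, and 4 were higher and 0 lower at ZT 4, where 279 genes of either direction had an unadjusted p-value under 0.05. At ZT 8, 240 of 351 were lower and the others higher, and at ZT 12, 15 were higher and 14 lower. At ZT 16, 30 were higher and 6 lower, and at ZT 20, 26 were higher and 4 lower. The direction at ZT 4 depended on the test, since DESeq2 gave 8 higher and 15 lower genes there. Of a list of 10 genes of heterophils, the granulocytes of birds, all but CATHL3 and LYG2 passed there under DESeq2. Each of the 10 was lower in occluded eyes at ZT 4 by edgeR's estimate. Blocked by bird, edgeR gave 12 higher and 7 lower genes at ZT 4, 33 higher and 35 lower at ZT 12, more higher than lower genes at ZT 8, and 1222 higher and 1410 lower at ZT 20. Under limma-voom too more genes were higher than lower at ZT 8, with 92 lower, and more were lower at ZT 20, with 67 higher and 128 lower. Every tested gene of the paper's choroidal lists had the direction the paper gives. This covers 36 genes at ZT 0, 23 at ZT 4, 671 at ZT 8, 48 at ZT 12, 93 at ZT 16 and 182 at ZT 20. Since those lists were selected from the same samples, the shared direction was largely fixed in advance.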

A majority of the affected choroidal genes were upregulated in occluded eyes during the dark phase (ZT 16 and ZT 20) and at the transition to light (ZT 0); during and at the end of the light phase (ZT 4, ZT 8 and ZT 12), a majority of the affected choroidal genes were downregulated in occluded eyes (Table 2).

For both retina and choroid, the “overall” category derived from analyses that considered all replicates at all time points simultaneously and prioritized genes with a response to occluder wear that was similar in magnitude and direction at all time points. This category identified a small number of genes that differed between occluded and open eyes over the full 24-h period. 

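Here the overall comparison was the eye coefficient of a model with sex, sampling time and eye, fitted to all samples of a tissue. It gave 640 retinal genes, 186 higher and 454 lower in occluded eyes, and 890 choroidal genes, 563 higher and 327 lower. Blocking by bird, 1353 retinal and 1728 choroidal genes passed, and these include 638 of the 640 and 861 of the 890. The choice of model moved these numbers most. The eye coefficient at ZT 0 in a model that also has the interaction of eye and time gave 19 retinal and 14 choroidal genes. Of the genes in the paper's overall lists, 18 of 24 retinal genes and 26 of the 30 tested choroidal genes were among those found here. The paper's fold changes in these lists lay nearer to the eye coefficient at ZT 0 for 56 of 56 genes. Its counts and those of the model without the interaction are therefore unlikely to be the same measure.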

There was no requirement that the genes in the overall category would significantly differ between occluded and open eyes at each time point individually (Tables 2, 3; Suppl. Tables S2A, S2B).

**Table 3:** Genes with occluded versus open eye differences over the full 24-h period.

Retina		Choroid		
NOG	ARID5B	PLLP	GJC2	IGF2
G0S2	LONRF3	MBP	NGF	CDON
PRDM1	NADK	PTHLH	PPP4R4	HTR1B
PWP1	LONRF1	CORIN	CLEC3B	HTR2B
MAPK4	RAD54L2	KRT7	SLMAP	GAS1
GABRR2	PCSK1	BMP3	SMURF1	PTX3
SPRED1	CALCA	GRM3	PDGFD	CER1
CMIP	DUSP4	ASB2	C1orf198	TNNT1
C1orf21	UTS2B	VGLL3	FUT11	MYL3
PDP2	BMP2	C1QTNF7		
TMEM196				

Named genes from the “overall” category of Table 2 with differences between occluded and open eyes over time, p-adj < 0.05. See Suppl. Tables S2A and S2B for more information on specific genes, including the non-named genes in this category that are not shown here.

### Interactions of occluded versus open eye with time occurred for a limited number of genes

For each tissue, we modeled the interaction of occluded versus open eyes with time (“occlVopen* t ime”) to identify genes where the expression pattern beneath a diffuser varied over 24 h in a pattern statistically different from that of the contralateral open eye. However, the number of genes meeting either the p-adj < 0.05 criterion (retina, n = 21; choroid, n = 36) or the p-adj < 0.1 criterion (retina, n = 31; choroid, n = 71) was too few to meaningfully model the patterns of gene expression over time into clusters. Accordingly, we arbitrarily selected a p-adj of 0.4 for retina and 0.2 for choroid that yielded 82 retinal genes and 160 choroidal genes and clustered the interaction patterns (Fig. 2). 

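The interaction of eye and sampling time was tested by an F-test of the 5 interaction coefficients of each gene. In retina 9 genes had an adjusted p-value under 0.05, 18 under 0.1 and 48 under 0.4. In choroid 4 genes were under 0.05, 6 under 0.1 and 25 under 0.2. The unadjusted p-value was under 0.05 for 510 retinal and 947 choroidal genes. In the bird block, 34 retinal and 43 choroidal genes were under 0.05, of which 7 and 4 were among those without the block. The numbers depended on the test, as DESeq2 gave 21 retinal and 39 choroidal genes. Of the named genes of Table 4, 7 of 26 retinal genes had an adjusted p-value under 0.05 and 13 under 0.10, and 4 of 61 choroidal genes had one under 0.05 and 6 under 0.10. When each bird was left out in turn, the number under 0.05 lay between 6 and 18 in retina and between 2 and 15 in choroid.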

Depending on the gene cluster, specific gene expressions in occluded eyes were higher or lower than the open eyes at most times or only at some times; in some clusters, the comparative gene expression levels between the two eyes even reversed during the day (e.g., Fig. 2A, group 4). 

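In choroid the interaction was clearest for ATOH8 (ENSGALG00000033083; adjusted p = 0.000824), ID3 (ENSGALG00000035317; 0.00211) and RGS16 (ENSGALG00000033535; 0.00973). RGS16 no longer passed in 3 of the 36 fits that left out 1 bird. The log2 change of ATOH8 between occluded and open eyes was 0.05 at ZT 0 and -0.15 at ZT 4, then -1.37 at ZT 8 and -1.27 at ZT 12, and 0.10 at ZT 16 and -0.19 at ZT 20, with standard errors between 0.19 and 0.20. ID3 changed by -1.40 at ZT 8 (standard error 0.17, adjusted p = 2.12e-07) and -0.87 at ZT 12, against -0.02 at ZT 16 and 0.01 at ZT 20. RGS16 changed by -2.29 at ZT 8 (standard error 0.31, adjusted p = 2.93e-06) and by 0.23 at ZT 16. In retina ENSGALG00000005011 (adjusted p for the interaction 1.77e-06) and GLS2 (ENSGALG00000030419; 0.00123) were among the genes with the smallest p-values.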

Heatmaps show the diurnal fluctuation pattern of those genes meeting the occlVopen * time models with p-adj < 0.10 for retina and choroid (see Suppl. Figures S1A, S1B, Table 4, and Suppl. Tables S3A, S3B).

**Figure 2:**
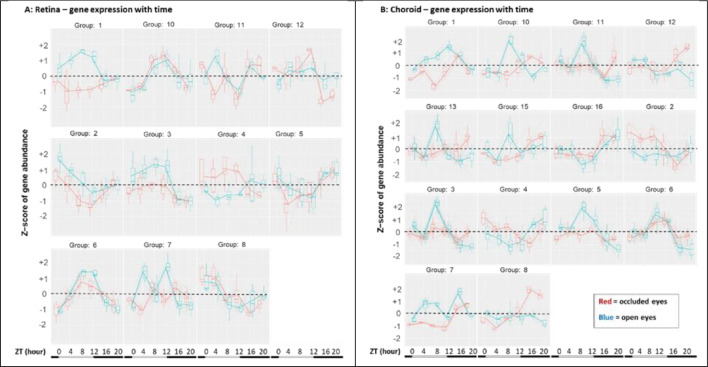
Gene expression patterns where occluded and open eye differences interact with time. The patterns over 24 h are shown for the interaction of time with gene expression in the occluded versus open eyes for retina (**A**) and for choroid (**B**). Because of the limited number of genes meeting the criterion of p-adj < 0.05 or p-adj < 0.1, these clusters were generated from genes with looser statistical criteria (see text). The individual genes with occlVopen * time interactions meeting the statistical criterion of p-adj < 0.10 are listed in Table 4 and Suppl. Tables S3A, S3B and are shown in the heatmaps of Suppl. Figs. S1A, S1B. The bottom bars on each panel illustrate the light:dark phases, with the light phase (white bar) beginning at ZT0, and the dark phase (black bar) beginning at ZT12.Abscissa: the sampling times in ZT (h). Ordinate or Z-scores: 0 = mean, with non-zero values corresponding ± S.D.

**Table 4:** Genes with expression differences between the occluded versus open eye interacting with time over the full 24-h period.

Retina		Choroid			
VIP	ACOX2	ATOH8	EML5	CDR2L	NOS1
DIO2	NOG	ID3	NMUR1	RNF165	CNKSR2
UNC5C	HBEGF	RGS16	RAB3A	CDC25A	GIN1
GLS2	RSPO2	KRT40	BTG2	DIS3L2	SGO1
PCSK1	NR2F2	ID2	LIX1	LECT2	CD24
NADK	PWP1	RGS8	CYR61	DEFB4A	TMEM59L
SPON1	PRDM1	LBH	INTS11	CATHL2	IGF-I
PER2	MGP	SLMAP	ETV6	CATHL1	ASTN1
UTS2B	COL9A2	TGFB3	C1orf198	LYG2	CDH8
BMP2	CRHBP	RASL11A	GPRIN2	AvBD1	CACNB3
MAFF	PDE6B	NOV	NPTXR	BD7	NCAPG2
DUSP4	G0S2	VGLL3	FXYD6	ID4	NUSAP1
TH	MFSD2A	NSMF	SAMD11	AvBD6	PISD
		ADGRB2	SNPH	TMEM100	FOXM1
		WASF1	SKIL	TBC1D9	ASTN1
			MSI1	SYT9	

Named genes with occluded versus open eyes differences that interact with time over 24 h (i.e., occlVopen * time interaction) with p-adj < 0.10. See Suppl. Tables S3A and S3B for more information on specific genes, including gene description, cluster assignments, statistical criteria, and non-named genes in this category for each tissue. See Suppl. Figs. S1A and S1B for heatmaps of the expression of these genes.

### Some genes developed occluded versus open eye expression differences at more than one time

We used Venn diagrams^28^ to identify genes with expression levels differing statistically between occluded versus open eyes at more than one time (Fig. 3). 

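In retina 80 genes passed at 1 sampling time and 20 at more than 1, of which 15 passed at 2 times, 4 at 3 times and 1 at 4 times. In choroid 379 genes passed at 1 time and 34 at more, of which 24 passed at 2 times, 5 at 3 times, 3 at 4 times and 2 at 5 times. With the bird as a block, 45 retinal and 270 choroidal genes passed at more than 1 time.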

Regardless of whether many or few genes showed occluded versus open eye differences at a specific time (Table 2), a limited number of these genes developed occluded versus open eye expression differences at more than one time in either tissue (Suppl. Tables S4A, S4B). 

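All 20 retinal genes that passed at more than 1 time had the same direction at each of those times. NOG, G0S2 (ENSGALG00000023933) and NTS (ENSGALG00000027192) were higher in occluded eyes, and the others were lower. UTS2B (ENSGALG00000007222), which passed at the most times, was lower at ZT 0, ZT 4, ZT 8 and ZT 12. Under DESeq2 without the filter on the samples of a time, chosen after seeing the data, 1 of 49 retinal genes had both directions.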

For retina, the same direction of fold change was observed for each individual gene differentially expressed at more than one time (Suppl. Table S4A). In the choroid, the fold changes of individual genes differentially expressed at more than one time usually, but not always, developed in the same direction at the distinct times (Suppl. Table S4B).

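All 34 choroidal genes that passed at more than 1 time by edgeR's test had 1 direction. Some genes with both directions appeared under other tests: 3 of 83 genes with DESeq2, 8 of 270 with the bird as a block, and 1 of 100 with limma-voom and sample quality weights.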

**Figure 3:**
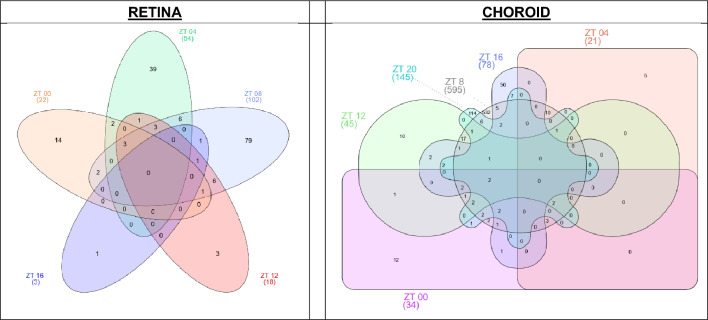
Venn diagrams to indicate the genes showing occluded versus open eye differences at specific times in each tissue. For each tissue, the Venn diagrams identify the number of genes with different expression levels in the occluded versus open eyes at more than one time, using the criteria of p-adj < 0.05 for the occluded versus open eyes (Suppl. Tables S2A and S2B). The Venn diagrams in the two panels assume different shapes because the retina developed no differentially expressed genes at ZT 20, resulting in one less time to include than in the choroidal diagram. Suppl. Tables S4A and S4B identify the times, the number of genes at each time, the specific genes identified at more than one time, the directions of gene expression change and the log_2_ fold changes.

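Of the genes that passed at exactly 2 times, 12 retinal and 19 choroidal genes did so at consecutive times, with ZT 20 and ZT 0 counted as consecutive. With DESeq2 these numbers were 19 and 39.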

Among genes with differential expression at two times, 17 of 21 retinal genes and 45 of 63 choroidal genes were altered at consecutive times (Table 5A). 

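The genes that passed at 3 or more times in retina were UTS2B, NOG, DUSP4 (ENSGALG00000011419), VIP (ENSGALG00000013604) and ENSGALG00000005011, and these are 5 of the 9 genes of Table 5B. All 9 passed at 2 or more times. The call of VIP at ZT 4 was lost in 10 of the 36 fits that left out 1 bird. In choroid CORIN (ENSGALG00000014144) and GRM3 (ENSGALG00000006576) passed at 5 times. GFPT2 (ENSGALG00000039705), C1QTNF7 (ENSGALG00000014515) and ENSGALG00000017029 passed at 4 times, and PTHLH, ASB2 (ENSGALG00000010881), SLMAP (ENSGALG00000005670), CER1 (ENSGALG00000005434) and C17orf58 at 3 times. Of the 24 choroidal genes of Table 5B, 23 passed at 1 or more times, 17 at 2 or more and 9 at 3 or more. These counts are from the fit without the pairing of the eyes, and under the bird block 22 of the 24, and 7 of the 9 retinal genes, passed at 3 or more times. The log2 change of CORIN lay between 1.15 and 1.70 at the 6 times, with standard errors between 0.31 and 0.33. CER1 was lower in the occluded eye in 34 of 34 birds, and its change at ZT 0 was -2.32 (standard error 0.38, adjusted p = 0.000653). SLMAP changed by 0.73 at ZT 4 (standard error 0.14, adjusted p = 0.00701), where the occluded eye of bird 8 lay apart from the others, at 7.92.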

Table 5B provides a listing of all genes differentially expressed at 3 or more times.

### Biochemical and signaling pathways in myopia initiation

To model further the data, we conducted Gene Set Enrichment Analysis (GSEA) to identify pathways potentially involved in initiating myopic eye growth. In doing so, we adapted the traditional approach of comparing occluded eyes to contralateral open eyes. Specifically, we identified (1) pathways in the GSEA report enriched in the occluded eyes relative to contralateral open eyes that were generated from genes with increased expression in occluded relative to the contralateral eyes; and (2) pathways enriched in the open eyes relative to contralateral occluded eyes that, viewed in terms of the traditional approach of comparing occluded to open eyes, corresponded to pathways generated from genes with decreased expression in occluded relative to contralateral open eyes. Using a conservative FDR < 0.05 for pathway identification, we assessed GSEA for each time, the overall category and the occlVopen * time interactions (see Suppl. Tables S2A, S2B, S3, S5A, S5B; Discussion).

### Overlapping chick genes and gene candidates associated with human myopia

We compared genes identified in the occluded versus open eye comparisons in form-deprivation myopia in chicks (p-adj < 0.05; Suppl. Tables S2A, S2B, S3) with an extensive list of human genes recently assembled from GWAS and linkage studies^22^. Only a limited number of differentially expressed genes in chick form-deprivation myopia associated with human myopia (Table 6). The retinal genes in chick coinciding with the human genes were identified at chick light-phase sampling times ZT 0, 4, 8 and the overall category; there was no significant overlap at ZT times 12, 16 and 20. 

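Of the retinal genes of Table 6, 4 of 4 passed at ZT 0 (NOG, GABRR2, BMP2 and ENSGALG00000011164), 4 of 10 at ZT 4 (PDE3A, GDF11, FREM1 and ECEL1) and 4 of 11 at ZT 8 (NOG, CA8, ENSGALG00000053112 and PDE3A). In the overall comparison 3 of 4 passed (NOG, BMP2 and ENSGALG00000011164). These counts are from the fit without the pairing of the eyes. With the bird as a block 9 of 11 passed at ZT 8, and the other counts were the same. DESeq2 gave 10 of 10 at ZT 4 and 9 of 11 at ZT 8. The samples of a time on their own gave 0 of 4, 0 of 10 and 1 of 11 from ZT 0 to ZT 8.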

In striking contrast to retina, the choroidal genes in chick coinciding with human genes occurred at ZT times 12 and 16—that is, the dark phase—and not at any of the times or overall category as in retina. 

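Of the choroidal genes of Table 6, 3 of 5 passed at ZT 12 (BMP3, GRM3 and SARNP) and 2 of 8 at ZT 16 (IGF-I and DIS3L2). With the bird as a block, and also with DESeq2, 4 of 5 passed at ZT 12 and 6 of 8 at ZT 16. The samples of a time on their own gave 3 of 5 and 0 of 8.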

The overlaps between the significant genes in the occlVopen * time interaction model and the human gene lists for either tissue were not statistically significant.

## Discussion

Motivating the present study, extensive evidence supports the hypotheses that circadian biology influences refractive development and that myopia may arise, at least in part, by circadian dysregulation^9,18^. In laboratory animals and humans, the anatomical dimensions of the eye and its components oscillate during the day in patterns that appear to influence refractive development^13^. Altered retinal expression of clock and circadian rhythm-related genes have been identified in experimental myopia of chick and mouse^22,23,29–31^. Specific visual alterations that experimentally induce refractive errors in chick each alter the diurnal expression of clock and circadian rhythm genes^24^. In mice, retinal-specific knockout of the clock gene *Bmal1* induces myopia^32^, knockout of the melanopsin gene in retina alters normal eye development and augments experimental myopia^33^, and ablating intrinsically photosensitive retinal ganglion cells (ipRGCs) suppresses myopia^34^.

In addition, human GWAS findings have identified hundreds of specific genes and genetic loci associated with myopia and/or refractive error, including genes that point to genetic networks involving light sensitivity and circadian control^19,20^. The scope of laboratory and clinical observations strengthens the hypothesis that circadian rhythms may impact ocular development and suggests that circadian biology may provide a basis to understand myopia pathogenesis and to develop novel therapies to normalize eye growth during childhood.

The retina is presumed to initiate the signals that regulate refractive development that then act at the choroid and subsequently at the sclera to control overall eye size and refraction^35^. We applied a vision degrading diffuser over one eye for comparison to the contralateral eye in chick, a widely studied and pertinent laboratory technique to induce ipsilateral myopia that is termed form-deprivation myopia^26,36^. The mechanisms responsible for the onset of myopia likely differ from those responsible for the progression of established myopia both in animals and in humans^37,38^. Since patterns of gene expression in many tissues change over the course of a day^39,40^, we compared retinal and choroidal gene expression in occluded and contralateral open eyes over 24 h after the first full day of monocular occlusion in chick as a model for myopia onset. Assessing myopia progression will require examining tissues after longer periods of altered visual input. Since retina and choroid each contain multiple cell types, bulk tissue assays as performed here cannot distinguish the activity of individual cell types or resolve the interactions of different cell types where gene expression changes in one cell type might augment or negate those in another cell type.

The expression levels of a great number of genes in both retina and choroid varied over 24 h (Table 1; Suppl. Tables S1A–S3D). The fluctuation patterns differed between genes, between tissues, and whether eyes were occluded or open (Fig. 1). Such marked variability between time and visual status presents challenges in selecting optimal times to study individual genes because sampling time clearly impacts gene expression levels.

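The differences in pattern can be followed in 21 genes of the circadian clock and its output. They come from a list of 25 genes written before the data were examined. The 21 are those found by symbol in the paper's supplementary tables. Those tables hold 8828 of the 17136 genes, from tests of these same data. The numbers of clock genes that varied or passed are therefore partly selected by these data. In retina 20 of the 21 varied over time in occluded eyes and 20 in open eyes. In choroid 15 varied in occluded eyes and 17 in open eyes. The median distance between the highest and the lowest time mean of these genes was 0.99 (log2) in occluded retina, 1.16 in open retina, 0.88 in occluded choroid and 0.91 in open choroid. The largest was that of PER3 (ENSGALG00000000573) in retina of both eyes and in occluded choroid (2.63, 2.76 and 2.49), and that of PER2 (ENSGALG00000005521) in open choroid (2.88).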

A common approach to identify perturbations in biochemical or molecular mechanisms in monocular form-deprivation myopia compares occluded eyes to contralateral open control eyes. In comparing tissues from occluded to open eyes here, there were marked differences in the number, the identity and the proportion of up-regulated and down-regulated genes in retina or in choroid; all of these differences depended on time of day. 

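Whether the eye difference of a gene changed between times was tested by the interaction alone. Most of the genes called passed at a single time, but a gene that did not pass at another time may still differ there. The calls therefore do not show that different genes were affected at different times. In choroid 379 genes passed at a single time and 34 at more. With the score of retina genes as a covariate, 134 choroidal genes passed at a single time and 35 at more. From the differences in the number, the identity and the direction of the genes between sampling times, the paper proposes that the time of expression be part of studies of myopia, and reasons that studies with a single sampling time would have met only some of the effects.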

Table 2 and Suppl. Tables S2A, S2B provide these data for occluded versus open eye gene expression differences meeting the p-adj < 0.05 criterion, ranked by log_2_ fold change. For retina, the between-eye gene expression differences occurred principally during the light phase, reminiscent of the light phase effects originally reported for retinal dopamine metabolism^41^. For choroid, many more genes were affected, and the gene alterations were found throughout the 24-h day. The greatest number of differentially affected genes in each tissue developed at ZT 08. Based on these data, the time of expression of individual genes presumably needs to be incorporated into experimental investigations of myopia pathogenesis; but other than the present study, available investigations do not incorporate time of day in ways that could guide future research. Complete lists of differentially expressed genes comparing occluded versus open eyes at any p-adj level, with gene names and fold changes, appear in Suppl. Tables S6A (retina) and S6B (choroid).

The variability between occluded and open eyes over the day identifies important qualifications about existing molecular reports of refractive mechanisms. Prior investigations with tissue harvested at only a single time of day would have sampled only some of the many molecular effects found here. In those studies, either casually controlling or failing to control for time of tissue harvest, mixing samples may have biased the outcome. Thus, the present results provide an important caveat to interpreting existing publications on molecular mechanisms in experimental myopia. While direct tests are needed, we suspect that a similar caveat might apply to biochemical assays of ocular tissues in experimental myopia because gene expression impacts protein products, although in complex ways.

Two analyses are particularly pertinent to the circadian rationale for this investigation: the occlVopen * time interactions and the overall analyses. In each tissue, the Occl occlVopen * time interaction model identified several genes. These interacting gene expression patterns fell into specific clusters depending upon tissue (Fig. 2, Table 4, Suppl. Table S3, Suppl. Figs. S1A, S1B). Some of those genes have been identified in previous myopia studies and/or may prove fruitful in future investigations—as a few examples: VIP^37^, DIO2^22^, and TH^41^. 

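VIP encodes vasoactive intestinal peptide, DIO2 (ENSGALG00000026005) an iodothyronine deiodinase and TH (ENSGALG00000029648) tyrosine hydroxylase, and all are taken here in retina. The interaction had an adjusted p-value of 1.77e-06 for VIP, 0.0878 for DIO2, below the 0.1 of the paper's interaction tables, and 0.297 for TH. With the bird as a block these were 3.77e-09, 0.0968 and 0.0841, and with DESeq2 DIO2 passed. VIP in occluded eyes changed by -0.25 at ZT 0, -0.68 at ZT 4, -1.48 at ZT 8, -1.43 at ZT 12, -0.18 at ZT 16 and 0.06 at ZT 20 relative to open eyes, with standard errors between 0.16 and 0.17. Its log2 CPM at ZT 8 was 3.40 ± 0.57 (SD, n = 6 birds) in occluded eyes and 4.94 ± 0.30 (SD, n = 6) in open eyes, lower in 6 of 6 birds. DIO2 changed by -0.63 at ZT 4 (standard error 0.12, adjusted p = 0.00339) and by 0.12 at ZT 20. TH was lower in the occluded eye at every time, by -1.62 at ZT 12 (standard error 0.22, adjusted p = 1.54e-06) and in 33 of 36 birds over the day.

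**Figure D4:**
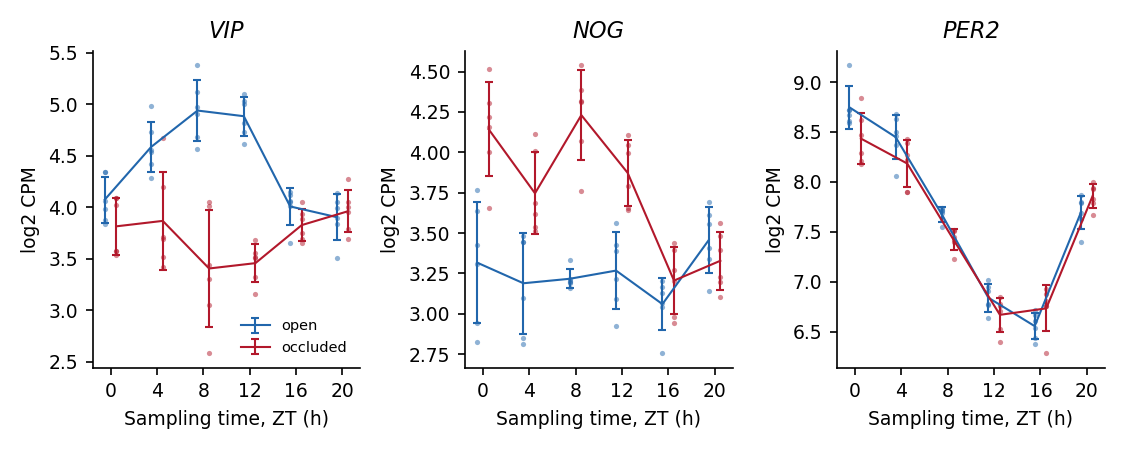
Log2 CPM of VIP, NOG and PER2 in retina (vertical axis) by sampling time in h (horizontal axis), with a point for each sample and the mean and SD of 6 birds for occluded and open eyes. VIP is lower in occluded eyes at ZT 8 and ZT 12, and NOG is higher in occluded eyes from ZT 0 to ZT 12.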

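In retina PER2 changed by -0.31 in occluded relative to open eyes at ZT 0, -0.26 at ZT 4, -0.25 at ZT 8 and -0.17 at ZT 12, and by 0.19 at ZT 16 and 0.16 at ZT 20, each with a standard error of 0.10. It was lower in the occluded eye of 5 of 6 birds at ZT 0 and higher in 5 of 6 birds at ZT 16. The interaction had an adjusted p-value of 0.255 over all genes tested, and of 0.0566 with the bird as a block, and it passed when the adjustment covered the 21 clock genes alone. Over that list 7 clock genes passed the interaction in retina (PER2, CRY1, NFIL3, NR1D2, ARNTL, HLF and NR1D1). None did in choroid, where 7 had an unadjusted p-value under 0.05. Adjusted over that list, NR1D1 and CRY2 differed between the eyes in choroid at ZT 8 and CLOCK and CRY2 at ZT 20. HLF, PER2, CLOCK and PER3 did so at ZT 16, and none at ZT 0, ZT 4 and ZT 12. The retinal numbers were 2, 0, 3, 1, 2 and 3 from ZT 0 to ZT 20. Over all genes, NPAS2 (ENSGALG00000016774) passed in retina at ZT 8 (log2 change -0.28, standard error 0.07, adjusted p = 0.0472) and overall (-0.15), and CSNK1E (ENSGALG00000032257) passed overall (-0.08). The call of NPAS2 at ZT 8 was lost in 19 of the fits that left out 1 bird. In choroid NR1D1 (ENSGALG00000047662) passed at ZT 8 (-1.76, standard error 0.42, adjusted p = 0.0151), but not with the score of retina genes as a covariate. CLOCK (ENSGALG00000013793; 0.21), HLF (ENSGALG00000003059; 0.19) and CSNK1D (ENSGALG00000002719; 0.11) passed overall in choroid. Of the fits that left out 1 bird, 7 lost the call of HLF and 27 that of CSNK1D.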

Diffuser wear had limited effect on the expression of clock genes in retina or choroid in our prior study^24^; here, we identified a modest biphasic effect of diffuser wear only in the retinal expression of PER2 (Suppl. Fig. S1; Suppl. Table S3A; Fig. 2A, group 2). The occlVopen * time interaction model is informed by data from many time points and provides more robust identifications than an analysis at a single time. Still, many genes were also highlighted at specific times in the present study.

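Most of the genes with an overall difference changed little. The median absolute log2 change was 0.13 over the retinal genes and 0.29 over the choroidal genes, and it was at least 1 for 2 retinal and 69 choroidal genes. The direction was the same at all 6 sampling times for 425 retinal and 697 choroidal genes. When each bird was left out in turn, the number lay between 382 and 1017 in retina and between 744 and 1048 in choroid. Of the named genes of Table 3, 16 of 21 retinal genes and 24 of 28 choroidal genes passed. The paper's fold changes of these genes lay nearer to the eye coefficient at ZT 0, so the measures appear to be unlike.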

In the overall analysis, only a small proportion of genes showed persisting inter-eye differences in each tissue over 24-h by statistical criteria (overall category in Tables 2, 3; Suppl. Tables S2A, S2B). 

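Over all sampling times, retinal BMP2 changed by -0.65 in occluded relative to open eyes (standard error 0.17, adjusted p = 0.0136) and was lower in 25 of 36 birds. NOG changed by 0.51 (standard error 0.07, adjusted p = 2.16e-06) and was higher in 31 of 36 birds. CALCA (ENSGALG00000006054) changed by -0.31 (standard error 0.08, adjusted p = 0.00782) and UTS2B by -0.88 (standard error 0.09, adjusted p = 4.11e-11). In choroid BMP3 (ENSGALG00000035052) changed by 1.25 (standard error 0.13, adjusted p = 8.21e-11), with a log2 CPM of 4.65 ± 0.51 (SD, n = 35) in occluded eyes and 3.33 ± 0.68 (SD, n = 35) in open eyes. GRM3 changed by 0.99 (standard error 0.08, adjusted p = 4.46e-14) and was higher in 33 of 34 birds. HTR1B (ENSGALG00000015895) changed by -0.93 (standard error 0.10, adjusted p = 5.61e-11). With the bird as a block the adjusted p-values were 0.0301 for BMP2, 1.8e-05 for NOG, 0.00625 for CALCA, 8.34e-08 for UTS2B, 1.26e-09 for BMP3, 2.32e-11 for GRM3 and 4.15e-12 for HTR1B. CALCA, BMP3 and HTR1B did not pass by edgeR when the eye coefficient at ZT 0 of the interaction model took the place of the overall coefficient. Under DESeq2 without the filter on low counts, chosen after seeing the data, BMP3 and HTR1B passed with that coefficient and CALCA did not.

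**Figure D5:**
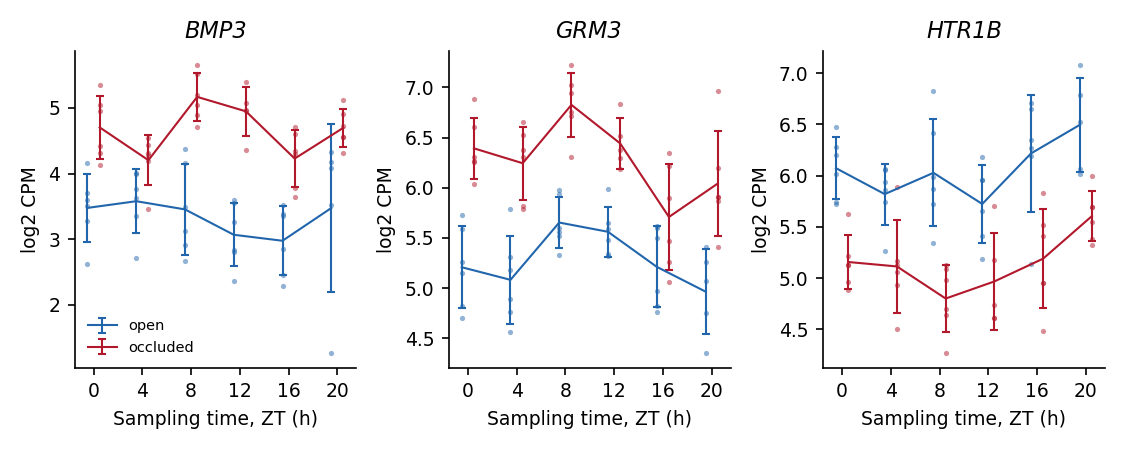
Log2 CPM of BMP3, GRM3 and HTR1B in choroid (vertical axis) by sampling time in h (horizontal axis), with a point for each sample and the mean and SD of the birds for occluded and open eyes. BMP3 and GRM3 are higher in occluded eyes and HTR1B is lower at each sampling time.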

A few examples of potentially informative differentially expressed genes throughout the day in either tissue also identified in other genome-wide assessments of chick include: BMP2 and/or its inhibitor NOG^22,29^, CALCA^29,37,42^, UTS2B^29,43^, BMP3^23^, GRM3^23^, NGF^29^, and HTR1B^23^. Those genes with persisting differences over the day may have particular significance for precipitating myopic eye growth, but direct investigations will be necessary to substantiate such a hypothesis.

As a consequence of the statistical modeling, some genes (e.g., BMP 2, NOG, and DUSP4) with inter-eye differences over the full 24 h (Table 3) also appear in the list of genes that have inter-eye differences interacting with time; Table 4). 

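For retinal BMP2 the log2 change was -2.06 at ZT 0 (standard error 0.34, adjusted p = 0.000157), -1.25 at ZT 4, -0.79 at ZT 8 and 0.11 at ZT 12. The interaction had an adjusted p-value of 0.0416, which rose to 0.0566 with the bird as a block, and BMP2 no longer passed in 21 of the 36 fits that left out 1 bird. NOG changed by 0.82 at ZT 0, 0.55 at ZT 4, 0.61 at ZT 12, 0.15 at ZT 16 and -0.13 at ZT 20, and its interaction had an adjusted p-value of 0.00215 (0.000117 with the bird as a block). DUSP4 changed by -0.63 overall (standard error 0.07, adjusted p = 3.38e-09) and was lower in 32 of 36 birds. Its interaction had an adjusted p-value of 0.0954, and of 0.0322 with the bird as a block.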

Irrespective of these apparent statistical contradictions, identifying these genes still supports their potential utility for future studies of myopia pathogenesis.

As another approach to assess individual genes, Venn diagrams^28^ categorized specific genes where inter-ocular differences in expression developed at more than one time (Fig. 3; Table 5A, B; Suppl. Tables S4A, S4B). The majority of genes differentially expressed at more than one time occurred at only two times in each tissue. Genes with statistically non-variable differences over the full 24-h period (Table 3) do not appear as genes with occluded versus open eye differences at all 6 times because of the nature of the statistical modelling. Perhaps genes differentially expressed at two times may exert more refractive impact than genes differently expressed at separated times or at only one time. With the 4-h gap between testing times, however, gene expression differences greatest at an intermediate time could have affected expression at two successive times and might not reflect a particularly extended effect. Genes differentially expressed at three or more times may have more mechanistic implications than those affected at one or two times. Many of the genes differentially expressed at multiple times have generated past interest or could be studied productively in the future. Some examples include: BMP2, TH, NTS^37^, GCG^23,29,43^, UTS2B^29,37,43^, DIO2^22^, VIP^37^, GAD2^23,29^, NGF^29^, MYL3^29^, and BMP3^23^. 

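At ZT 8 retinal TH changed by -1.19 (standard error 0.22, adjusted p = 0.000905), with the open eye of bird 30 apart from the other open eyes, at 1.81. NTS was higher in occluded eyes at ZT 8 (log2 change 0.43, standard error 0.11, adjusted p = 0.0497) and at ZT 12 (0.52, standard error 0.11, adjusted p = 0.0192), in 6 of 6 birds each time. The call at ZT 8 was lost in 18 of the 36 fits that left out 1 bird and the call at ZT 12 in 5 of them. GCG (ENSGALG00000011104) was lower in 6 of 6 birds at ZT 8 (-0.54, adjusted p = 0.0711) and at ZT 12 (-0.59, adjusted p = 0.0996), with bird 25 apart from the other occluded eyes at ZT 8, at 4.17. Under the bird block its adjusted p-values were 0.01 and 0.0116. The log2 change of UTS2B at ZT 12 was -1.35 (standard error 0.16, adjusted p = 5.24e-08). DIO2 changed by -0.62 at ZT 8 (adjusted p = 0.00205) and -0.46 at ZT 12 (adjusted p = 0.155). GAD2 changed by -0.37 at ZT 8 (adjusted p = 0.0022) and -0.31 at ZT 12 (adjusted p = 0.0481), and the second call was lost in 20 fits that left out 1 bird. In choroid BMP3 changed by 1.62 at ZT 8 (adjusted p = 0.00101) and 1.86 at ZT 12 (adjusted p = 0.000572). Its changes at ZT 0 (1.23, adjusted p = 0.104) and ZT 16 (1.23, adjusted p = 0.0578) did not pass in the fit without the block. With the bird as a block the adjusted p-values of BMP3 were 0.0162 at ZT 0 and 0.00935 at ZT 16. MYL3 (ENSGALG00000005448) was below the filter on low counts in choroid and was not tested with that filter.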

As with other approaches to addressing inter-eye differences in gene expression, direct investigation is needed to decide if the mechanistic impact of genes differentially expressed at several times differs from that of genes differentially expressed at one time.

**Table 5:** (A) Number of genes with occluded vs. open eye differences at more than one ZT time (p-adj < 0.05). (B) Specific genes with inter-eye expression differences at 3 or more times (p-adj < 0.05).

Number of ZT times that individual genes showed inter-eye differences in expression	Number of genes with inter-eye differences in expression	
	Retina	Choroid
**A**		
2	21	63
3	6	11
4	3	8
5	0	5

Number of ZT times that individual genes showed inter-eye differences in expression	Specific genes with inter-eye differences in gene expression at three or more times	
	Retina	Choroid
**B**		
3	PCSK1, DIO2, GLS2, VIP, GAD2, ENSGALG00000005011	PPP4R4, NELL2, PDGFD, HAS2, GJC2, SLMAP, VGLL3, GDPD4, MXRA8, CYGB, HTRA3
4	UTS2B, DUSP4, NOG	C1QTNF7, BMP3, ASB2, PTX3, FAM26E, HTR1B, DEPDC1, GFPT2
5	–	CER1, GRM3, CORIN, PTHLH, ENSGALG00000017029

For each tissue, Table 5A identifies the number of genes with occluded versus open eye differences at more than one time; and Table 5B lists the specific genes differentially expressed at 3 or more times in occluded versus open eyes, by the criterion of p-adj < 0.05 used for selecting individual genes/times for the Venn Diagrams. Suppl. Tables S4A and S4B provide the gene descriptions, directions of gene expression changes and the log_2_ fold changes at each ZT time, with the specific genes grouped together by common ZT times of their gene expression changes.

We used GSEA to classify the differences for occluded versus open eyes into known pathways as a tool to generate hypotheses and influence future research. Incorporating all gene expression values of occluded versus open eyes for each tissue and time, GSEA identified structural, signaling and metabolic pathways enriched in occluded eyes or enriched in contralateral open eyes. Similar to gene expression data, the enriched pathways in each tissue depended on sampling time. Suppl. Tables S5A and S5B list enriched pathways meeting the FDR q-value < 0.05 criterion. Shown are pathways enriched in occluded eyes relative to contralateral open eyes (generated from genes with increased expression in occluded eyes relative to open eyes) and also pathways enriched in open eyes relative to occluded eyes (generated from genes down-regulated in occluded eyes relative to open eyes). Many but not all pathways identified in retina are similar to those identified in prior genome-wide assessments of chick^22,23,25,29,44^ or mammalian^30,31,45^ myopia. Pathways related to circadian rhythms appear in each tissue.

Among the numerous and complex specific pathways, two categories will be mentioned briefly. The genes in the overall category (Table 3 and Suppl. Tables S2A, S2B) generated structural, metabolic, signaling and neural pathways in each tissue, with more identified pathways in choroid than in retina. The structural pathways found in each tissue may reflect the anatomical growth in each at myopia onset. The pathways from the occlVopen * time interaction model identified fewer pathways in retina or choroid, but they are nevertheless intriguing because the many neurotransmitter-related pathways in choroid suggest complex neural signaling in this tissue (Suppl. Tables S5A, S5B). The complexities of the GSEA-generated pathways emphasize the challenges of understanding the mechanisms initiating myopia (Suppl. Tables S5A, S5B).

We detected only a limited number of differentially expressed genes in either retina or choroid of form-deprivation myopia in chick that corresponded to candidate genes for human myopia (Table 6). Similarly, a limited number of candidate genes were identified in another strain of form-deprived chicks in a prior RNA-Seq assessment that assayed gene expression at ZT 04 on each of two separate days^22^. One possible explanation for the limited overlap in the differentially expressed chick genes and the human genes is that the mechanism of form-deprivation might differ from that of common human myopia. Confirming the utility of form-deprivation myopia, however, the anatomical alterations of form-deprivation myopia and common human myopia are similar; children develop form-deprivation myopia from conditions that degrade vision by blocking the visual axis (e.g., corneal scarring or a drooping eyelid); and, to the extent drugs can be tested in children, both experimental and human conditions respond favorably to muscarinic antagonists^9,46^. An explanation for the discrepancy could be mechanistically informative but is not now available. The pathways from the chick overall and occlVopen * time interaction categories that relate to photoreceptor biology generally conform with experimental results^47,48^ and human genetics^19,20,49^ implicating photoreceptors in refractive error development.

**Table 6:** Genes from occluded versus open chick eyes and candidate human myopia genes.

Sampling time for chick genes (ZT in hours)	Human candidate genes overlapping with differentially expressed genes in chick form deprivation myopia (occluded vs. open eye differences in chick)	
	Retina^a^	Choroid^a^
0	NOG^b^, GABRR2, BMP2^b^, ENSGALG00000011164	n.s
4	NOG^b^, PDE3A, PDE10A, L3MBTL3, PLD5, GDF11, BMP2^b^, FREM1, ENSGALG00000012847, ECEL1,	n.s
8	TSPAN10, KCNQ4, NOG^b^, GPC5, PRIMPOL, CA8, ADAMTS2, KCNMA1, ENSGALG00000053112, KCNA4, PDE3A	n.s
12	n.s	BMP3, GRM3, FGFR3^c^, SARNP, ACTC1
16	n.s	IGF-I, BMP3, ENSGALG00000052012, FREM1, DIS3L2, TMPO, KCNV2, ACTC1
20	n.s	n.s
overall	NOG^b^, GABRR2, ENSGALG00000011164, BMP2^b^	n.s

Chick genes with differences between occluded and open eyes at each sampling time (p-adj < 0.05; Suppl. Tables S2A and S2B) were compared to candidate human myopia genes identified in Karouta et al.^22^.

*n.s.* no statistically significant overlap between chick and human myopia genes.

^a^Statistically significant overlapping genes, 2-tailed Chi-square test with Yates' correction, *p* < 0.05.

^b^Also identified for chick form deprivation myopia in Karouta et al., 4-h list^22^.

^c^Also identified for chick form deprivation myopia in Karouta et al., 24-h list^22^.

Considering chick retina and choroid, distinct times of day characterized the overlap between differential gene expression in occluded versus open chick eyes and human candidate genes (Table 6). In retina, the differentially expressed chick genes corresponding to human candidate genes were identified chiefly in tissue harvested during the light phase. In choroid, the differential chick gene expression overlapping with human genes instead occurred only in tissue harvested during the dark phase (Table 6). The implication of this time-of-day difference in chick tissues for human myopia is not clear. From the perspective of circadian biology that motivated the current study, these results suggest that genes affecting human myopia could be acting at specific and different times of the day in retina and choroid.

Besides the limited overlap of involved genes in experimental versus human myopia, many other individual genes and their products have previously been identified as potential mediators of myopic eye growth in experimental animals and in children^19,20^. The sheer number of these potential mediators presents a challenge in designing studies to test hypotheses, not only in designing laboratory studies but also in translating mechanistic hypotheses to the clinic. At least in part because of the expanding list of potential genes and signaling mechanisms, approaches to myopia therapy increasingly seek non-pharmacological and behavioral mechanisms that include optical devices, behavioral modification, specific wavelengths of light exposure and outdoor activities. While generating much interest, these approaches so far have provided only modest benefits^50^.

Genetic studies in humans have implicated many genes and pathways in myopia, including circadian rhythms^19^. Recognized as a symptom of circadian disruption and supporting circadian disruption as a myopia mechanism, sleep disturbances have been identified in myopic children^51,52^. The nature of the sleep disorder differs between studies^53–56^, however, and is not consistently observed^57–59^. Studying sleep is complex and likely is impacted by environmental parameters. For instance, light pollution from artificial light at night is a serious and worsening world-wide problem^60^ that can disrupt circadian rhythms and recently has been associated with sleep disorders in children^61^. In addition, a potential causative role for myopia from exposures to light from electronic screens is generating increasing interest^62^. An influence of ambient light exposures on refractive development has long been hypothesized^18,63,64^; but the impact of light exposures, including intensity, wavelength and timing on the development of young eyes needs more direct study at both basic and clinical levels.

The current study identifies a central role for time of day in the onset of experimental myopia, buttressing a potential role for circadian biology; but a direct connection between time of day and myopia pathogenesis is now undefined. In most human studies, insufficient consideration is presently given to the nature of any potential circadian processes in clinical myopia pathogenesis or to time of day in any of the optical, behavioral or light exposures being studied as potential myopia therapies. Defining the nature of any circadian disorder underlying myopia and establishing any role for time of day in clinical myopia seem important areas to address to understand better the cause of myopia and to develop improved therapeutic interventions.

## Methods

### Animals and tissue harvesting

Newly hatched chicks (*Gallus gallus domesticus*; total number, 36 chicks; Cornell-K strain, a closed flock random-bred since the 1950’s) were reared for 12 days under a 12-h light/12-h dark cycle with ∼300 lx in cage (Phillips MAS LEDtube HF, 6500 K; https://www.lighting.philips.com/main/prof/led-lamps-and-tubes/led-tubes/master-ledtube-instantfit-hf-t8/929001284202_EU/product). At zeitgeber time (ZT) 0 (defined as lights on at ZT 0), an image-degrading diffuser was secured over the right eye using matching Velcro rings. The eye beneath an occluder is termed “occluded” and the contralateral control eye with non-impaired vision is termed “non-occluded” or “open.” Starting the next day after one full 12-h light/12-h dark cycle of device wear, chicks were killed by decapitation without anesthesia in timed cohorts so that tissues were acquired at approximately ZT 0, 4, 8, 12, 16, or 20 h (n = 6 chicks/time/condition, with chicks having been randomly assigned to time). For the “night” samples, chicks were killed under dim dark yellow light from a photographic safe light (Premier Model SL1012, Doran Manufacturing, Cincinnati OH, USA; ∼ 0.5 lx). The retina/RPE and choroid tissues were then immediately dissected separately from each eye over ice in sterile and RNAse-free conditions, snap-frozen in liquid nitrogen, shipped on dry ice to the University of Pennsylvania, and were maintained at − 80 °C until further processed. The procedure for the timing of tissue sampling is described elsewhere^24^. 

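HINTW had a mean of 517.2 CPM ± 112.5 (SD, n = 18 birds) in the birds labelled female and 0.0937 CPM ± 0.160 (SD, n = 18) in those labelled male. The counts in the samples ran from 8190 to 60829 in females and from 0 to 17 in males. Sex was assigned from this gene in the paper, so its difference between the sexes is fixed by the labels and no test of it is given. The numbers of females and males were 2 and 4 at ZT 0, 3 and 3 at ZT 4, 1 and 5 at ZT 8, 6 and 0 at ZT 12, 2 and 4 at ZT 16, and 4 and 2 at ZT 20.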

Based on the expression of the HINTW (histidine triad nucleotide binding protein W; ENSGALG00000035998) gene, expressed in the chicken female W chromosome, this study contained 18 female and 18 male birds overall, but the female/male numbers varied at individual times. Consequently, sex was included as a factor in the statistical model, thereby removing it as a source of variation when examining the factors of primary interest. The research was approved by the Institutional Animal Care and Use Committee of the New England College of Optometry, adhered to the ARVO Statement on the Use of Animals in Ophthalmic and Vision Research, and was performed in accordance with the relevant guidelines and regulations.

### RNA extraction and sequencing

Sample quality checks, library preparation and sequencing were performed by the Next-Generation Sequencing Laboratory (RRID:SCR_022382) in the Penn Genomics and Sequencing Core (RRID:SCR_022383). RNA was extracted from choroid and retinal tissues with the QIAGEN RNAeasy kit (QIAGEN, Germantown, MD, USA). For small pieces the entire sample was used with 300 μl of lysis buffer. For larger pieces 600 μl was used and 1/3 of the tissue was taken for library prep. Total RNA samples with a RIN (RNA Integrity Number) value of 8.9 (± 0.43) and concentrations between 22 and 672 ng/μl were produced. Library prep used the Illumina TruSeq stranded kit (Illumina, San Diego, CA, USA) with roughly equal amounts of RNA (between 100 and 300 ng). Poor quality libraries were redone. Libraries had a mean molarity of 53 nM and median insert size of 200 bp (± 42 bp). Sequencing was performed using Illumina NovaSeq 6000 (SP and S1 flow cells) to 100 bp single read sequencing. A total of 3.7 billion reads were mapped successfully to the chicken transcriptome, averaging 26.3 million mapped reads per sample.

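The deposited samples sum to 3.73 G counts (G for giga), a mean of 26.3 M per sample. The largest retina sample, an open eye at ZT 20 from bird 20, held 134.2 M counts, and the smallest, with 12.2 M, was the choroid of an open eye at ZT 16 from bird 16.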

The nature of the experiment, with a diffuser over one eye, prevented masking during sample collection. In the sequencing facility, new integer identifications were assigned to the tissue/RNA samples for library production and sequencing. Throughout, investigators had access to the sample identifications in separate lists, but sample processing included no batching that affected statistical analysis of the biological differences.

### Data analysis

Salmon^65^ was used to map reads against the transcriptome defined in Ensembl version 105.6 which was built on the chicken genome assembly GRCg6a. Two samples (one choroidal sample from an occluded eye, and a second choroidal sample from an open eye) produced insufficient reads and were eliminated. Using several Bioconductor packages in R^66^, transcriptome count data was annotated and summarized to the gene level with tximeta^67^ and further annotated with biomaRt^68^. Normalizations and statistical analyses were done using DESeq2^69^.

Normalized counts, variance stabilized counts and statistical analyses were computed with DESeq2. For time-course analyses, a reduced model was used to prioritize genes showing unequal expression across all time points. Calculations included baseMeans as the average normalized counts across all samples, *p* values, and p-adj values, the latter corresponding to the p-value corrected for the false discovery rate (FDR) using the Benjamini–Hochberg method.

Three main groups of outcome analyses were performed: (1) Gene expressions in each of the conditions (tissue, occluded eye, or open eye) were assessed separately for changes over time independent of any changes in the other conditions. Larger values of the ranking statistic provided stronger evidence for the expression of a particular gene being unequal across time points. (2) Using a conventional approach to unilateral experimental myopia, the gene expression levels in occluded eyes were compared to contralateral open control eyes at each time as the log_2_-transformed ratio of the normalized means of (occluded eyes) versus (contralateral open eyes) with p-adj values for statistical significance at each time. (3) To identify those genes with varying expression in the occluded eye different from the variation pattern of the contralateral open eye, we modeled statistically the interaction between treatment (occluded vs. open eye) and time (i.e., occlVopen * time) for each tissue. Venn diagrams (http://www.interactivenn.net/index.html)^28^ were used to identify differentially expressed genes at more than on time during the day.

Likelihood ratio tests (LRT) were calculated by DESeq2 statistics^69^ with a reduced model to prioritize genes that showed unequal expression across all time points. Genes that were significantly changed across the timeline were clustered into groups sharing similar expression patterns and displayed in graphs (Figs. 1, 2) with the degPatterns function from the DEGreport package^70^. Clusters are depicted with group names and orders assigned by the degPatterns function. Statistical results for pairwise comparisons between occluded and contralateral open eyes were examined for pathway enrichment with Gene Set Enrichment Analysis (GSEA; v4.2.3)^71^. Using the totality of genes studied, GSEA assesses statistically whether an a priori set of genes associates with particular phenotypes based on the relative enrichment or reduction of sets of genes. Enrichment analyses were done in pre-ranked mode using the DESeq2 statistic as the ranking metric, and tested against the Canonical Pathways collection (C2:CP) of the Molecular Signatures Database (MSigDB; v7.5.1; https://www.gsea-msigdb.org/gsea/msigdb). We chose the C2:CP (canonical pathways) curated gene set in the Human Molecular Signatures Database because, based on preliminary analysis, its pathway classifications provided useful pathways (e.g., structure, inflammation, neurotransmission, peptide signaling, photoreception, etc.) to generate hypotheses for myopia pathogenesis.

To compare identified chicken genes to a recently published list of human genes associated with clinical myopia^22^, the chicken transcriptome (as Ensembl gene identifications) was mapped via orthologs to the human gene symbols. The genes with statistically significant likelihood ratios of the occluded-versus-open eye assessments and genes with the statistically significant likelihood ratios of the treatment-time interactions of chick were compared to the human gene list using a Chi-square test with Yates' correction. Unless otherwise specified, a value of p-adj or FDR less than 0.05 was considered statistically significant. The study is reported in accordance with the ARRIVE guidelines.

### Supplementary Information

Supplementary Legends.

Supplementary Figure S1A.

Supplementary Figure S1B.

Supplementary Table S1.

Supplementary Table S2A.

Supplementary Table S2B.

Supplementary Table S3.

Supplementary Table S4A.

Supplementary Table S4B.

Supplementary Table S5A.

Supplementary Table S5B.

Supplementary Table S6A.

Supplementary Table S6B.

## Data Availability

The data generated in this study were deposited in GEO (Gene Expression Omnibus) with accession number GSE227724 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE227724).

# Supplementary material for: Diurnal retinal and choroidal gene expression patterns support a role for circadian biology in myopia pathogenesis
**Source:** Sci Rep. 2024 Jan 4;14:533. doi: 10.1038/s41598-023-50684-2
**Supplement:** Supplementary file 1 — Supplementary Legends.

**Supplementary Materials**

**Table of Contents and Legends**

**Suppl. Figure S1A. Retinal heatmap: occluded vs. open eye differences interacting with time.**

Heatmap of the log_2_ fold-changes in retina are shown across the sampling times for the occluded vs. open eye differences interacting with time.

Key in upper right gives the magnitude of log_2_ fold-changes, and the color shows the direction of gene expression differences between occluded and open eyes – red, expression higher in occluded eye; blue, expression lower in the occluded eye.

*lfc;* log_2_ fold-change, followed by the ZT of the tissue sampling time.

Left ordinate: dendrogram indicating the arrangements of the gene clusters.

Right ordinate: gene name.

See Figure 2, Table 4, and Suppl. Table 3A.

**Suppl. Figure S1B. Choroidal heatmap: occluded vs. open eye differences interacting with time.**

Heatmap of the log_2_ fold-changes in choroid are shown across the sampling times for the occluded vs. open eye differences interacting with time.

Key in upper right gives the magnitude of log_2_ fold-changes, and the color shows the direction of gene expression differences between occluded and open eyes – red, expression higher in occluded eye; blue, expression lower in the occluded eye.

*lfc:* log_2_ fold-change, followed by the ZT of the tissue sampling time.

Left ordinate: dendrogram indicating the arrangements of the gene clusters.

Right ordinate: gene name.

See Figure 2, Table 4, and Suppl. Table 3B.

**Suppl. Table S1.** **Gene expression variability over time.**

The variability over time for genes with measurable p-adj values that vary over time are shown for A) retinas of occluded eyes; B) retinas of contralateral open eyes; C) choroids of occluded eyes; and D); choroids of contralateral open eyes.

*baseMean,* average normalized counts across all samples.

*p-adj,* p-value corrected for the false discovery rate (FDR) using the Benjamini-Hochberg method.

**Suppl. Table S2. Occluded vs. open eye comparisons.**

The gene expression levels in occluded vs. contralateral open eyes are compared over time. Genes with inter-eye differences with p-adj<0.05 are listed and sorted by log2 fold-change: A) retina; and B) choroid.

*ZT,* Zeitgeber time of tissue sampling, in hours.

*overall,* genes identified by the considering all replicates at all time points simultaneously (see text, Table 2).

*lfcSE,* standard error of the log2 fold-change.

*p-adj,* p-value corrected for the false discovery rate (FDR) using the Benjamini-Hochberg method.

**Suppl. Table S3. Group assignments of inter-eye expression patterns interacting with time.**

The inter-eye gene differences that interacted with time, by the criterion of p-adj<0.1, are assigned to the groups illustrated in Figure 2: A) retina; and B) choroid. The assignments are sorted by group.

*p-adj,* p-value corrected for the false discovery rate (FDR) using the Benjamini-Hochberg method.

*group,* see Figure 3 in text for the interaction patterns with time of the gene expression changes in the occluded vs. open eyes.

*not assig.,* a gene meeting the statistical criterion of p-adj<0.1 for the inter-eye difference interacting with time but not assignable into a modeled group.

**Suppl. Table S4. Gene expression differences in occluded vs. open eyes at more than one time.**

Derived from the Venn Diagrams of Figure 3 with inter-eye expression differences of p-adj< 0.05, genes differentially expressed a more than one ZT time, the number of genes, the gene names/descriptions, and the directions of gene expression changes for each set of genes are shown. A) retina; B) choroid.

*ZT,* Zeitgeber time of tissue sampling, in hours.

**Suppl. Table S5. GSEA Pathways, all times.**

Pathways were assigned for gene expression differences in occluded vs. open eyes. Based on GSEA, two general types of pathways were identified: those enriched in occluded eyes relative to the contralateral open control eyes generated from genes with increased expression in occluded eyes relative to open eyes; and those enriched in open eyes which correspond to genes with decreased expression in occluded eyes relative to contralateral open eyes. The pathways include those varying over time during the 24-hour day, the “overall” category (see Suppl. Tables 2A and 2B), and the pathways for the interaction of occluded vs. open eye differences and time (i.e., occlVopen*time interaction; see Table 4, Suppl. Table S3) for each tissue. Pathways listed met a broad range of statistical significance up to FDR q-value<0.05. A) retina; B) choroid.

*GSEA,* Gene Set Enrichment Analysis

*ZT,* Zeitgeber time of tissue sampling, in hours.

*NES,* normalized enrichment score

*FDR,* false discovery rate

**Suppl. Table S6. Complete data on occluded vs. open eye comparisons.**

Gene expression levels in occluded vs. contralateral open eyes over time are compared for all genes. Listed are all genes with log2 fold-changes, sorted by p-adj values. A) retina; and B) choroid.

*ZT,* Zeitgeber time of tissue sampling, in hours.

*overall,* genes identified by the considering all replicates at all time points simultaneously (see text, Table 2).

*baseMean,* average normalized counts across all samples.

*lfcSE,* standard error of the log_2_ fold-change.

*p-adj,* p-value corrected for the false discovery rate (FDR) using the Benjamini-Hochberg method.

# Supplementary material for: Diurnal retinal and choroidal gene expression patterns support a role for circadian biology in myopia pathogenesis
**Source:** Sci Rep. 2024 Jan 4;14:533. doi: 10.1038/s41598-023-50684-2
**Supplement:** Supplementary file 2 — Supplementary Figure S1A.

| **Supplementary Figure S1A.** **Retinal heatmap: occluded vs. open eye differences interacting with time.** |
| --- |
| 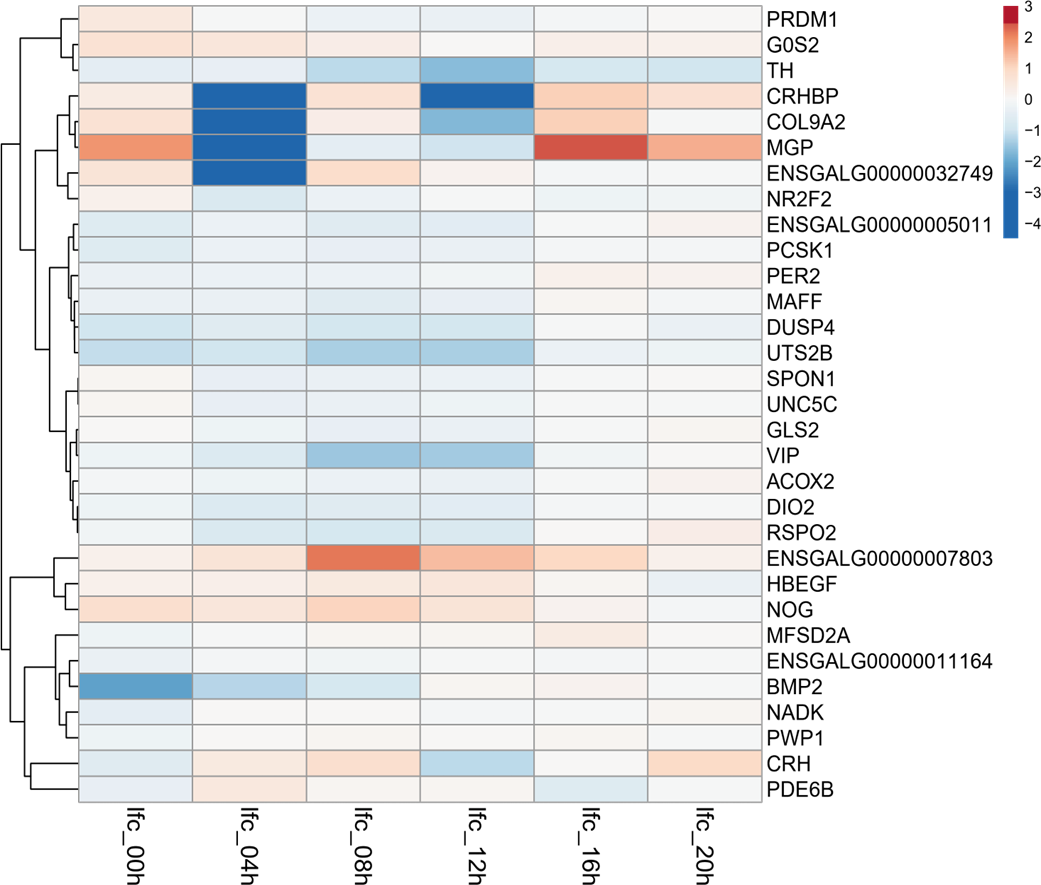 |
| Heatmap of the log_2_ fold-changes in retina are shown across the sampling times for the occluded vs. open eye differences interacting with time.  Key in upper right gives the magnitude of log_2_ fold-changes, and the color shows the direction of gene expression differences between occluded and open eyes – red, expression higher in occluded eye; blue, expression lower in the occluded eye. See Figure 2, Table 4, and Suppl. Table S3A.  *lfc;* log_2_ fold-change, followed by the ZT of the tissue sampling time.  Left ordinate: dendrogram indicating the arrangements of the gene clusters.  Right ordinate: gene name. |

# Supplementary material for: Diurnal retinal and choroidal gene expression patterns support a role for circadian biology in myopia pathogenesis
**Source:** Sci Rep. 2024 Jan 4;14:533. doi: 10.1038/s41598-023-50684-2
**Supplement:** Supplementary file 3 — Supplementary Figure S1B.

| **Supplementary Figure S1B. Choroidal heatmap: occluded vs. open eye differences interacting with time.** |
| --- |
| 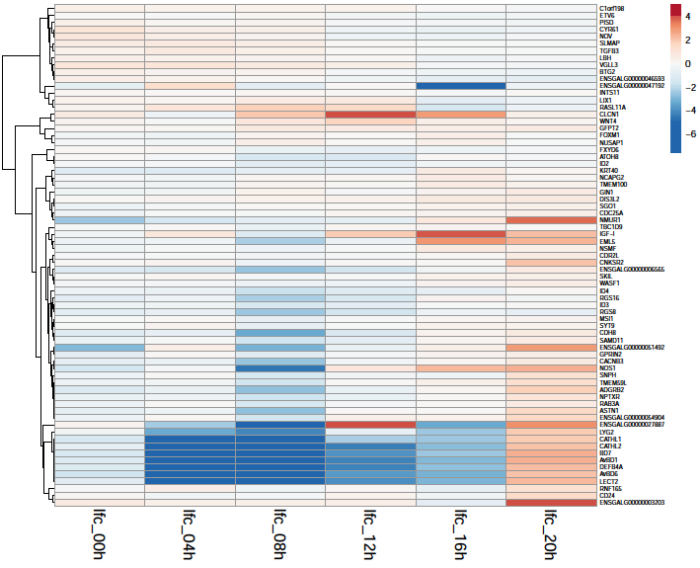 |
| Heatmap of the log_2_ fold-changes in choroid are shown across the sampling times for the occluded vs. open eye differences interacting with time.  Key in upper right gives the magnitude of log_2_ fold-changes, and the color shows the direction of gene expression differences between occluded and open eyes – red, expression higher in occluded eye; blue, expression lower in the occluded eye. See Figure 2, Table 4, and Suppl. Table S3B.  *lfc:* log_2_ fold-change, followed by the ZT of the tissue sampling time.  Left ordinate: dendrogram indicating the arrangements of the gene clusters.  Right ordinate: gene name. |

# Supplementary material for: Diurnal retinal and choroidal gene expression patterns support a role for circadian biology in myopia pathogenesis
**Source:** Sci Rep. 2024 Jan 4;14:533. doi: 10.1038/s41598-023-50684-2
**Supplement:** Supplementary file 8 — Supplementary Table S4A.

**Supplementary Table S4A. Retinal genes differentially expressed in occluded vs. open eyes at more than one time, p-adj<0.05.**

| **Genes differentially expressed at more than one ZT time** | | **Gene**  **Name** | **Gene description** | **Direction of gene expression change at common times** | | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **ZT times of tissue sampling (hour)** | **Number of genes** |  |  |  |  |  |  |  |  |  |  |  |
|  |  |  |  |  | **ZT time and log2 FoldChange** | | | | | | | |
|  |  |  |  |  | 0 hr | 4 hr | 8 hr | 12 hr | | 16 hr | | 20 hr |
| 0 & 4 | 2 | BMP2 | bone morphogenetic protein 2 | all decrease | -2.05 | -1.25 |  |  | |  | |  |
|  |  | G0S2 | G0/G1 switch 2 | all increase | 0.71 | 0.59 |  |  | |  | |  |
| 0 & 8 | 2 | ARID5B | AT-rich interaction domain 5B | all decrease | -0.36 |  | -0.23 |  | |  | |  |
|  |  | LONRF3 | LON peptidase N-terminal domain and ring finger 3 | all decrease | -0.44 |  | -0.40 |  | |  | |  |
| 4 & 8 | 8 | SPON1 | spondin 1 | all decrease |  | -0.37 | -0.33 |  | |  | |  |
|  |  | UNC5C | unc-5 netrin receptor C | all decrease |  | -0.37 | -0.32 |  | |  | |  |
|  |  | PDE3A | phosphodiesterase 3A | all decrease |  | -0.40 | -0.41 |  | |  | |  |
|  |  | ENSGALG00000031866 | protein NDNF-like | all increase |  | 0.36 | 0.30 |  | |  | |  |
|  |  | GRB10 | growth factor receptor bound protein 10 | all decrease |  | -0.36 | -0.35 |  | |  | |  |
|  |  | ENSGALG00000010854 | histone deacetylase 9 | all decrease |  | -0.21 | -0.31 |  | |  | |  |
|  |  | RSPO2 | R-spondin 2 | all decrease |  | -0.77 | -0.78 |  | |  | |  |
|  |  | ALKAL2 | family with sequence similarity 150 member B | all decrease |  | -0.90 | -0.84 |  | |  | |  |
| 4 & 12 | 1 | CRHBP | corticotropin releasing hormone binding protein | all decrease |  | -3.73 |  | -3.32 | |  | |  |
| 8 & 12 | 7 | ENSGALG00000007803 | solute carrier family 2, facilitated glucose transporter member 9-like | all increase |  |  | 2.13 | | 1.36 | |  |  |
|  |  | MAFF | MAF bZIP transcription factor F | all decrease |  |  | -0.58 | | -0.40 | |  |  |
|  |  | TH | tyrosine hydroxylase | all decrease |  |  | -1.19 | | -1.64 | |  |  |
|  |  | MMP9 | matrix metallopeptidase 9 | all decrease |  |  | -0.70 | | -0.89 | |  |  |
|  |  | CREB3L1 | cAMP responsive element binding protein 3 like 1 | all decrease |  |  | -0.69 | | -0.63 | |  |  |
|  |  | NTS | neurotensin | all increase |  |  | 0.42 | | 0.51 | |  |  |
|  |  | GCG | glucagon | all decrease |  |  | -0.53 | | -0.59 | |  |  |
| 8 & 16 | 1 | MXI1 | MAX interactor 1, dimerization protein | all decrease |  |  | -0.19 | |  | | -0.23 |  |
| 0 & 4 & 8 & 12 | 3 | UTS2B | urotensin 2B | all decrease | -1.10 | -0.95 | -1.34 | | -1.35 | |  |  |
|  |  | DUSP4 | dual specificity phosphatase 4 | all decrease | -0.94 | -0.60 | -0.90 | | -0.89 | |  |  |
|  |  | NOG | noggin | all increase | 0.82 | 0.55 | 1.04 | | 0.61 | |  |  |
| 0 & 8 & 12 | 2 | PCSK1 | proprotein convertase subtilisin/kexin type 1 | all decrease | -0.65 |  | -0.40 | | -0.35 | |  |  |
|  |  | ENSGALG00000005011 | SHC adaptor protein 4 | all decrease | -0.64 |  | -0.55 | | -0.49 | |  |  |
| 4 & 8 & 12 | 3 | DIO2 | deiodinase, iodothyronine type II | all decrease |  | -0.67 | -0.56 | | -0.48 | |  |  |
|  |  | GLS2 | glutaminase 2 | all decrease |  | -0.24 | -0.38 | | -0.32 | |  |  |
|  |  | VIP | vasoactive intestinal peptide | all decrease |  | -0.68 | -1.47 | | -1.41 | |  |  |
| 8 & 12 & 16 | 1 | GAD2 | glutamate decarboxylase 2 | all decrease |  |  | -0.37 | | -0.32 | | -0.34 |  |
|  |  |  |  |  |  |  |  | |  | |  |  |

# Supplementary material for: Diurnal retinal and choroidal gene expression patterns support a role for circadian biology in myopia pathogenesis
**Source:** Sci Rep. 2024 Jan 4;14:533. doi: 10.1038/s41598-023-50684-2
**Supplement:** Supplementary file 9 — Supplementary Table S4B.

**Supplementary Table S4B. Choroidal genes differentially expressed in occluded vs. open eyes at more than one time, p-adj<0.05.**

How the deposited data were processed for this re-analysis (not part of the article)

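Retina and choroid RNA was sequenced from both eyes of 36 chicks, 18 female and 18 male, with 6 birds at each of 6 sampling times and the right eye occluded. The authors quantified reads with Salmon and summarized them to genes, and the deposited table holds an estimated count per gene and sample, as a whole number. It covers 17136 genes, 72 retina samples and 70 choroid samples. Totals per sample ran from 12.2 to 134.2 M counts (M for mega), and the smallest libraries give the least precision for genes of low count. Tissue, eye, time, sex and bird were taken from the sample labels, and the pairing of the eyes comes from the bird number in those labels.

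Counts were analysed in R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1, and summarized in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. Genes were filtered with edgeR's filterByExpr (minimum count 10, minimum total count 15) and scaled by TMM. Log2 CPM has a prior count of 2. Each adjusted p-value is from edgeR's quasi-likelihood F-test with the dispersion trend, unless DESeq2 or limma-voom is named, by the method of Benjamini and Hochberg with a threshold of 0.05. The eyes were compared at each time as a contrast in a model of 12 groups and sex. The overall comparison is the eye coefficient of a model with sex, time and eye, and the interaction is the joint test of the 5 coefficients of eye by time. Changes over time were tested in each tissue and eye apart, with sex in the model. Scores are the mean log2 CPM of 41 retina genes, 10 heterophil genes or 21 clock genes. The lists written beforehand held 50, 11 and 25 genes, and those kept were found by symbol in the paper's supplementary tables. The models were tested on simulated data.

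The alternatives were DESeq2, limma-voom with sample quality weights, a robust quasi-likelihood fit, DESeq2's size factors, no filter on low counts, a mean CPM of at least 1, no sex covariate, the bird as a block, the samples of a time on their own, the retina score as a covariate, other forms of the overall model and leaving out each bird. Alternatives added after the data were seen were DESeq2 without a filter, also on the samples of a time and with the interaction model, and the bird as a block on the samples of a time. For principal components they were a prior count of 0.5 and the 500 most variable genes, and for levels over time the median of birds, DESeq2's size factors and the adjusted p-values the paper clustered. Eye labels were swapped within birds in 31 other ways per time, and 49 random splits were drawn for the overall, interaction and time tests. The swaps were repeated with the bird as a block after the results were seen.

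The genes named are those that the paper's text names, in the tissue and comparison it names them for, HINTW, and clock genes that passed. For each comparison of the eyes at a time they include up to 3 genes with the smallest adjusted p-value among those changed in the same direction in every bird, and for the overall, interaction and time tests the 3 smallest. Genes of Tables 3 to 6 are counted, and those of Tables 5B and 6 named. Results of some genes were left out for reasons unrelated to the data. Gene set enrichment, the comparison with human genes and the clustering of patterns were left out, since the gene sets, the human list and the clustering package were not available.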

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

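The tests in this part chosen after the result was seen were the share of retina genes and the swapped eye labels with the bird as a block. Samples set apart from the rest of their group were sought in 170 groups of 5 or 6 samples. A sample was set apart in 21 groups, where chance gives about 1 in 20, or 8.5.

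A single gene set a sample apart in 5 groups. TH in retina of open eyes at ZT 8 had a log2 CPM of 1.81 in bird 30, against 2.09 to 2.23 in the other birds. NOG in the same eye and bird had 3.33, against 3.16 to 3.22. GCG in retina of occluded eyes at ZT 8 had 4.17 in bird 25, against 4.40 to 4.51. In choroid of occluded eyes, SLMAP had 7.92 in bird 8 at ZT 4, against 7.38 to 7.56, and WNT4 had 3.32 in bird 31 at ZT 12, against 3.02 to 3.11. Neither a technical nor a biological explanation was tested for these samples.

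Library size set a sample apart in 7 groups, given here in M counts (M for mega). In retina the samples were the occluded eye of bird 10 at ZT 4 (27.2, against 19.1 to 21.5) and the open eye of bird 20 at ZT 20 (134.2, against 19.9 to 23.7). In choroid an occluded eye was set apart at ZT 12 (bird 32, 43.5). The open choroids set apart were those of bird 8 at ZT 4 (102.2), bird 30 at ZT 8 (37.7), bird 36 at ZT 12 (32.6) and bird 16 at ZT 16 (12.2). Library depth was tested as an explanation of the number of choroidal genes at ZT 8 by thinning each library to the same total, which gave 371 genes in place of 351 and so goes against it. No biological explanation of library size was tested.

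The score of retina genes, their mean log2 CPM in a sample, set 4 choroid samples apart. These were the occluded eye of bird 28 at ZT 8 (3.65, against 0.22 to 0.72) and the open eyes of bird 2 at ZT 0 (5.32), bird 35 at ZT 12 (3.19) and bird 16 at ZT 16 (3.10). A candidate explanation is retinal tissue in some choroid samples. With the score as a covariate, 69 genes differed between the eyes in choroid at ZT 8 in place of 351, and 67 of the 69 were among the 351. Of the 240 genes lower in occluded choroid at ZT 8, 72.1% were at least 4 times higher in retina than in choroid at the other times, against 15.3% of all genes tested and 14.0% of the genes lower with the covariate. Retinal tissue therefore remains as an explanation for many of these genes, while the genes that passed with the covariate are not fully explained by it. In the 6 birds the score itself was lower in the occluded eye in 5 (exact paired permutation test, two-sided, p = 0.156).

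The score of heterophil genes set the occluded choroid of bird 27 at ZT 8 apart (1.49, against -1.70 to -0.53). The score of clock genes set 4 samples apart. In retina these were the occluded eye of bird 20 at ZT 20 (6.37) and the open eye of bird 18 at ZT 16 (6.06), and in choroid the open eyes of bird 16 at ZT 16 (3.73) and bird 20 at ZT 20 (3.72). No explanation of the clock scores was tested.

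The difference between the eyes changed with sampling time, by the test of the interaction, in 9 retinal and 4 choroidal genes. In retina the adjusted p-value was 1.77e-06 for VIP, which was lowest relative to the open eye at ZT 8 (log2 change -1.48, lower in 6 of 6 birds). It was also 1.77e-06 for ENSGALG00000005011 (-0.65 at ZT 0, lower in 6 of 6). GLS2 had 0.00123 (-0.38 at ZT 8, lower in 6 of 6) and NOG 0.00215 (1.04 at ZT 8, higher in 6 of 6). BMP2 had 0.0416 (-2.06 at ZT 0, lower in 6 of 6), and over its alternatives, birds left out aside, from 0.00125 with DESeq2 to 0.291 with limma-voom. In choroid the adjusted p-values were 0.000824 for ATOH8 (-1.37 at ZT 8), 0.00211 for ID3 (-1.40 at ZT 8) and 0.00973 for RGS16 (-2.29 at ZT 8), each lower in 6 of 6 birds. With the eye labels swapped within birds, 4 of 50 splits gave at least 9 retinal genes and 14 of 50 at least 4 choroidal genes, the real split included. By that fit, which leaves out the pairing of the eyes, the numbers of genes with an interaction cannot be told apart from those of swapped labels. With the bird as a block 34 retinal and 43 choroidal genes had an interaction, and 2 of 50 splits gave as many in retina and 2 of 50 in choroid. The swaps also break up an eye difference that is the same at every time, and may make it vary between times. They therefore do not show how many genes would pass if the eye difference were constant over time. Neither fit decides whether the numbers exceed that. With the retina score as a covariate 4 choroidal genes passed, and all 4 were those that passed without it. Of the genes with an interaction in choroid in the paper, 40.0% were at least 4 times higher in retina at the other times, so retinal tissue in some choroid samples may contribute to that list. The design gives the occlusion and the time of day as a biological explanation, which these tests leave open.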

How the results depend on the processing

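The alternatives were chosen before the data were examined, except those said to have been chosen afterwards. A number of genes is said to have moved when it was not within 1.5 times the number first given. The cause was not tested for any of these changes, apart from the retina score, library depth and single birds, whose tests are given with the other observations. The log2 change of each named gene had the same sign under each alternative. At some sampling times, whether most of the passing genes were higher or lower in occluded eyes changed between alternatives. In choroid at ZT 8 most genes were lower in occluded eyes at first, and most were higher under the bird block, under limma-voom and when only the samples of that time were fitted, also with the bird block, a setting chosen after seeing the data. In choroid most genes changed from higher to lower at ZT 4 under DESeq2 (and without its filter, chosen after seeing the data), at ZT 12 under limma-voom, the bird block and the retina score, and at ZT 20 under limma-voom and the bird block. The bird block changed the retinal majority from lower to higher at ZT 4 and ZT 8. The numbers of genes varying over time stayed within that factor under each alternative and each bird left out.

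With the bird as a block (replicate block, paired), the numbers of genes that moved were in retina 43 at ZT 0, 56 at ZT 4, 288 at ZT 8, 33 at ZT 12, 5 at ZT 16, 1 at ZT 20, 1353 overall, 34 for the interaction and 45 at 2 or more times. Choroid had 69 at ZT 0, 19 at ZT 4, 68 at ZT 12, 372 at ZT 16, 2632 at ZT 20, 1728 overall, 43 for the interaction and 270 at 2 or more times. DESeq2 in place of edgeR gave in retina 1.1e+02 at ZT 8 (43 higher and 65 lower), 24 at ZT 12, 4 at ZT 16, 21 for the interaction and 33 at 2 or more times. The choroidal numbers were 39 at ZT 0, 23 at ZT 4, 712 at ZT 8, 51 at ZT 12, 91 at ZT 16, 176 at ZT 20, 39 for the interaction and 83 at 2 or more times. Under limma-voom with sample quality weights the numbers were in retina 94 at ZT 8, 38 at ZT 12, 10 at ZT 16, 10 at ZT 20, 1338 overall and 34 at 2 or more times. In choroid there were 97 at ZT 0, 20 at ZT 4, 2.1e+02 at ZT 8 (92 lower and the others higher), 110 at ZT 12, 195 at ZT 20, 1337 overall, 36 for the interaction and 100 at 2 or more times. When only the samples of a time were fitted, the numbers were in retina 3 at ZT 0, 0 at ZT 4 (with 528 at an unadjusted p under 0.05), 3 at ZT 12 and 5 at 2 or more times. Those of choroid were 1 at ZT 4, 63 at ZT 8, 1 at ZT 16, 0 at ZT 20 (with 669 at an unadjusted p under 0.05) and 21 at 2 or more times. The score of retina genes as a covariate gave in choroid 24 at ZT 0, 69 at ZT 8 and 57 at ZT 16. Taking the eye coefficient of the interaction model gave in retina 19 overall. In choroid it gave 14 overall.

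The following alternatives were chosen after seeing the data. The bird block within the samples of a time gave in retina 4 at ZT 0, 0 at ZT 4 (with 777 at an unadjusted p under 0.05), 5 at ZT 12, 4 at ZT 16 and 9 at 2 or more times. For choroid the numbers were 27 at ZT 0, 35 at ZT 8, 1.2e+02 at ZT 12 (66 higher and 58 lower), 15 at ZT 16 and 0 at ZT 20 (with 2477 at an unadjusted p under 0.05). DESeq2 without the filter on low counts gave in retina 106 at ZT 8, 22 at ZT 12, 4 at ZT 16, 21 for the interaction and 32 at 2 or more times. In choroid they came to 43 at ZT 0, 27 at ZT 4, 695 at ZT 8, 54 at ZT 12, 92 at ZT 16, 183 at ZT 20, 34 for the interaction and 88 at 2 or more times. The same DESeq2 fit on the samples of a time gave in retina 14 at ZT 4, 2.1e+02 at ZT 8 (73 higher and 135 lower), 56 at ZT 12, 125 at ZT 16, 3 at ZT 20 and 49 at 2 or more times. The numbers in choroid were 1.2e+02 at ZT 0 (78 higher and 39 lower), 42 at ZT 4, 724 at ZT 8, 154 at ZT 12, 59 at ZT 16 and 151 at 2 or more times. Its eye coefficient in the interaction model gave in retina 27 overall. The choroidal number was 43 overall.

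The share of varying genes with the highest or lowest level at ZT 8 or ZT 12 moved under the adjusted p-values that the paper clustered, to 94.7% in occluded retina and 99.4% in open choroid. In occluded choroid 0 genes were left under that adjusted p, so it gave no value, while 9753 genes had an unadjusted p under 0.05. The share of variance on the first principal component moved to 79.6% with a prior count of 0.5, to 91.3% with the 500 most variable genes and to 85.8% with a mean CPM of at least 1. The cause was not tested.

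Across the 36 fits that each left out 1 bird, the numbers of genes in retina ranged from 11 to 26 at ZT 0, 21 to 58 at ZT 4, 15 to 96 at ZT 8 and 6 to 22 at ZT 12. They were 0 at ZT 16 and ZT 20 in each of these fits, where 1768 and 447 genes had an unadjusted p under 0.05 with every bird. In choroid they ranged from 3 to 19 at ZT 0, 0 to 4 at ZT 4, 36 to 1213 at ZT 8, 8 to 35 at ZT 12, 0 to 47 at ZT 16 and 14 to 229 at ZT 20. The overall number ranged from 382 to 1017 in retina and from 744 to 1048 in choroid, and the number with an interaction from 6 to 18 and from 2 to 15.

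For the 77 genes and comparisons followed, the alternatives set beforehand gave 731 values. Of these, 665 stayed on the same side of the threshold, 19 newly passed it and 47 no longer passed. In the fits that left out 1 bird, 2610 of 2772 values stayed, 14 newly passed and 148 no longer passed. Under the alternatives chosen after seeing the data, 145 values stayed, 18 newly passed and 28 no longer passed. With the libraries of a tissue thinned to the same total, 6 retinal and 7 choroidal genes had an interaction, and 19 choroidal genes passed at ZT 16.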

Differences from the paper's values

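Counts of genes are given beside the paper's where one was more than 1.5 times the other. No replicate error was applied to counts, so a listed gap may lie within the variation between birds. Without bird 6, for example, 4 retinal genes were higher in occluded eyes at ZT 0. Log2 changes are given where the gap was larger than the standard error here and in the paper. Alternatives named with a value came within these limits, and the alternatives set before the data were examined that are not named for a value did not. At ZT 16 in retina 1768 genes had an unadjusted p under 0.05, and at ZT 4 in choroid 279.

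Retina at ZT 0 had 2 genes higher in occluded eyes against the paper's 4. At ZT 0 in retina, the paper's value was reached for the higher genes under DESeq2 (4). Also at ZT 0 in retina, it was reached, by settings chosen after seeing the values, for the higher genes under DESeq2 without the filter (4) and DESeq2 without the filter on the samples of that time (6). Retina at ZT 4 had 37 differing genes against the paper's 62, 5 genes higher in occluded eyes against the paper's 10 and 32 genes lower in occluded eyes against the paper's 52. At ZT 4 in retina, the paper's value was reached in total under DESeq2 (52), DESeq2's size factors (44), a mean CPM of at least 1 (43), no sex covariate (44) and the bird block (56), for the higher genes under DESeq2 (9) and for the lower genes under DESeq2 (43), DESeq2's size factors (39), a mean CPM of at least 1 (37) and no sex covariate (38). Also at ZT 4 in retina, it was reached, by settings chosen after seeing the values, in total under DESeq2 without the filter (54), for the higher genes under DESeq2 without the filter (9) and DESeq2 without the filter on the samples of that time (7) and for the lower genes under DESeq2 without the filter (45). Retina at ZT 8 had 57 differing genes against the paper's 119, 17 genes higher in occluded eyes against the paper's 53 and 40 genes lower in occluded eyes against the paper's 66. At ZT 8 in retina, the paper's value was reached in total under DESeq2 and limma-voom (94), for the higher genes under DESeq2 (43) and for the lower genes under DESeq2 (65) and limma-voom (66). Also at ZT 8 in retina, it was reached, by settings chosen after seeing the values, in total under DESeq2 without the filter (106), for the higher genes under DESeq2 without the filter (41) and DESeq2 without the filter on the samples of that time (73) and for the lower genes under DESeq2 without the filter (65). Retina at ZT 12 had 13 differing genes against the paper's 21, 3 genes higher in occluded eyes against the paper's 5 and 10 genes lower in occluded eyes against the paper's 16. At ZT 12 in retina, the paper's value was reached in total under DESeq2 (24) and a mean CPM of at least 1 (16), for the higher genes under DESeq2 (5) and limma-voom (6) and for the lower genes under DESeq2 (19), a mean CPM of at least 1 (13) and the bird block (23). Also at ZT 12 in retina, it was reached, by settings chosen after seeing the values, in total under DESeq2 without the filter (22), for the higher genes under DESeq2 without the filter (5) and for the lower genes under DESeq2 without the filter (17). Retina at ZT 16 had 0 differing genes against the paper's 4 and 0 genes lower in occluded eyes against the paper's 4. At ZT 16 in retina, the paper's value was reached in total under DESeq2 (4) and the bird block (5) and for the lower genes under DESeq2 (4) and the bird block (4). Also at ZT 16 in retina, it was reached, by settings chosen after seeing the values, in total under DESeq2 without the filter (4) and the bird block on the samples of that time (4) and for the lower genes under DESeq2 without the filter (4) and the bird block on the samples of that time (4). Over all times, retina had 640 differing genes against the paper's 24, 186 genes higher in occluded eyes against the paper's 3 and 454 genes lower in occluded eyes against the paper's 21. For the overall retina comparison, the paper's value was reached in total under the eye coefficient of the interaction model (19), for the higher genes under the eye coefficient of the interaction model (2) and for the lower genes under the eye coefficient of the interaction model (17). Also for the overall retina comparison, it was reached, by settings chosen after seeing the values, in total under DESeq2 without the filter with the eye coefficient of the interaction model (27), for the higher genes under DESeq2 without the filter with the eye coefficient of the interaction model (4) and for the lower genes under DESeq2 without the filter with the eye coefficient of the interaction model (23).

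Choroid at ZT 0 had 14 differing genes against the paper's 39, 10 genes higher in occluded eyes against the paper's 24 and 4 genes lower in occluded eyes against the paper's 15. At ZT 0 in choroid, the paper's value was reached in total under DESeq2 (39), for the higher genes under DESeq2 (24) and for the lower genes under DESeq2 (15). Also at ZT 0 in choroid, it was reached, by settings chosen after seeing the values, in total under DESeq2 without the filter (43) and the bird block on the samples of that time (27), for the higher genes under DESeq2 without the filter (24) and for the lower genes under DESeq2 without the filter (19) and the bird block on the samples of that time (12). Choroid at ZT 4 had 4 differing genes against the paper's 27, 4 genes higher in occluded eyes against the paper's 9 and 0 genes lower in occluded eyes against the paper's 18. At ZT 4 in choroid, the paper's value was reached in total under DESeq2 (23), limma-voom (20) and the bird block (19), for the higher genes under DESeq2 (8) and the bird block (12) and for the lower genes under DESeq2 (15). Also at ZT 4 in choroid, it was reached, by settings chosen after seeing the values, in total under DESeq2 without the filter (27), for the higher genes under DESeq2 without the filter (9) and for the lower genes under DESeq2 without the filter (18) and DESeq2 without the filter on the samples of that time (17). Choroid at ZT 8 had 351 differing genes against the paper's 673, 1.1e+02 genes higher in occluded eyes against the paper's 205 and 240 genes lower in occluded eyes against the paper's 468. At ZT 8 in choroid, the paper's value was reached in total under DESeq2 (712), for the higher genes under DESeq2 (220), a mean CPM of at least 1 (138) and the bird block (257) and for the lower genes under DESeq2 (492). Also at ZT 8 in choroid, it was reached, by settings chosen after seeing the values, in total under DESeq2 without the filter (695) and DESeq2 without the filter on the samples of that time (724), for the higher genes under DESeq2 without the filter and for the lower genes under DESeq2 without the filter (484) and DESeq2 without the filter on the samples of that time. Choroid at ZT 12 had 29 differing genes against the paper's 51, 15 genes higher in occluded eyes against the paper's 23 and 14 genes lower in occluded eyes against the paper's 28. At ZT 12 in choroid, the paper's value was reached in total under DESeq2 (51), the bird block (68), the retina score covariate (36) and the samples of that time (40), for the higher genes under DESeq2 (26), DESeq2's size factors (16), no filter on low counts (16), the bird block (33), the retina score covariate (17) and the samples of that time (21) and for the lower genes under DESeq2 (25), the bird block (35), the retina score covariate (19) and the samples of that time (19). Also at ZT 12 in choroid, it was reached, by settings chosen after seeing the values, in total under DESeq2 without the filter (54), for the higher genes under DESeq2 without the filter (27) and for the lower genes under DESeq2 without the filter (27). Choroid at ZT 16 had 36 differing genes against the paper's 96, 30 genes higher in occluded eyes against the paper's 64 and 6 genes lower in occluded eyes against the paper's 32. At ZT 16 in choroid, the paper's value was reached in total under DESeq2 (91), for the higher genes under DESeq2 (62) and the retina score covariate (47) and for the lower genes under DESeq2 (29). Also at ZT 16 in choroid, it was reached, by settings chosen after seeing the values, in total under DESeq2 without the filter (92), for the higher genes under DESeq2 without the filter (62) and for the lower genes under DESeq2 without the filter (30). Choroid at ZT 20 had 30 differing genes against the paper's 193, 26 genes higher in occluded eyes against the paper's 156 and 4 genes lower in occluded eyes against the paper's 37. At ZT 20 in choroid, the paper's value was reached in total under DESeq2 (176) and limma-voom (195), for the higher genes under DESeq2 (148) and for the lower genes under DESeq2 (28). Also at ZT 20 in choroid, it was reached, by settings chosen after seeing the values, in total under DESeq2 without the filter (183), for the higher genes under DESeq2 without the filter (151) and for the lower genes under DESeq2 without the filter (32). Over all times, choroid had 890 differing genes against the paper's 32, 563 genes higher in occluded eyes against the paper's 20 and 327 genes lower in occluded eyes against the paper's 12. For the overall choroid comparison, none of the alternatives set before the data were examined reached the paper's value. Also for the overall choroid comparison, it was reached, by settings chosen after seeing the values, in total under DESeq2 without the filter with the eye coefficient of the interaction model (43) and for the higher genes under DESeq2 without the filter with the eye coefficient of the interaction model (24).

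Open retina had 487 genes under the adjusted p-value used for clustering against the paper's 3745. For open retina, the paper's value was reached there under DESeq2 (2709). Also for open retina, it was reached, by settings chosen after seeing the values, there under DESeq2 without the filter (2704). Occluded retina had 1432 genes under the adjusted p-value used for clustering against the paper's 2584. For occluded retina, none of the alternatives set before the data were examined reached the paper's value. Open choroid had 174 genes under the adjusted p-value used for clustering against the paper's 2522. For open choroid, the paper's value was reached there under limma-voom (1682). Occluded choroid had 0 genes under the adjusted p-value used for clustering against the paper's 3895. For occluded choroid, the paper's value was reached there under DESeq2 (2618). Also for occluded choroid, it was reached, by settings chosen after seeing the values, there under DESeq2 without the filter (2606). In occluded choroid 9753 genes had an unadjusted p under 0.05. The values that DESeq2 reached are in the opposite order of the eyes. Under DESeq2 occluded retina had more genes than open retina (4008 and 2709) and open choroid more than occluded choroid (3959 and 2618), while in the paper open retina (3745 and 2584) and occluded choroid (3895 and 2522) had more.

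For the interaction, retina had 9 genes at an adjusted p under 0.05 against the paper's 21, 18 genes at an adjusted p under 0.1 against the paper's 31 and 48 genes at an adjusted p under 0.4 against the paper's 82. For retina interactions, the paper's value was reached at 0.05 under DESeq2 (21), at 0.1 under DESeq2 (34) and at 0.4 under DESeq2 (77) and limma-voom (81). Also for retina interactions, it was reached, by settings chosen after seeing the values, at 0.05 under DESeq2 without the filter (21), at 0.1 under DESeq2 without the filter (34) and at 0.4 under DESeq2 without the filter (73). By number of times, retina had 1 gene differing at 4 times against the paper's 3. For these retina genes, the paper's value was reached at 4 times under DESeq2 (3), limma-voom (2), a mean CPM of at least 1 (2) and the bird block (3). Also for these retina genes, it was reached, by settings chosen after seeing the values, at 4 times under DESeq2 without the filter (3) and DESeq2 without the filter on the samples of that time (2). For the interaction, choroid had 4 genes at an adjusted p under 0.05 against the paper's 36, 6 genes at an adjusted p under 0.1 against the paper's 71 and 25 genes at an adjusted p under 0.2 against the paper's 160. For choroid interactions, the paper's value was reached at 0.05 under DESeq2 (39), limma-voom (36) and the bird block (43), at 0.1 under DESeq2 (69) and limma-voom (53) and at 0.2 under DESeq2 (174). Also for choroid interactions, it was reached, by settings chosen after seeing the values, at 0.05 under DESeq2 without the filter (34), at 0.1 under DESeq2 without the filter (71) and at 0.2 under DESeq2 without the filter (161). By number of times, choroid had 24 genes differing at 2 times against the paper's 63, 5 genes differing at 3 times against the paper's 11, 3 genes differing at 4 times against the paper's 8, 2 genes differing at 5 times against the paper's 5 and 19 genes differing at 2 consecutive times against the paper's 45. For these choroid genes, the paper's value was reached at 2 times under DESeq2 (58) and limma-voom (71), at 3 times under DESeq2 (11), at 4 times under DESeq2 (9) and limma-voom (8), at 5 times under DESeq2 (5) and at 2 consecutive times under DESeq2 (39) and limma-voom (52). Also for these choroid genes, it was reached, by settings chosen after seeing the values, at 2 times under DESeq2 without the filter (63), at 3 times under DESeq2 without the filter (11) and the bird block on the samples of that time (8), at 4 times under DESeq2 without the filter (9) and DESeq2 without the filter on the samples of that time (11), at 5 times under DESeq2 without the filter (5) and at 2 consecutive times under DESeq2 without the filter (40).

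BMP2 changed by -0.65 (log2) overall in retina against the paper's -2.06, which was reached under the eye coefficient of the interaction model (-2.06) and, chosen after seeing the values, under DESeq2 without the filter with the eye coefficient of the interaction model (-2.05). NOG changed by 0.51 (log2) overall in retina against the paper's 0.82, which was reached under the eye coefficient of the interaction model (0.82) and, chosen after seeing the values, under DESeq2 without the filter with the eye coefficient of the interaction model (0.82). CALCA changed by -0.31 (log2) overall in retina against the paper's -0.85, which was reached under the eye coefficient of the interaction model (-0.68) and, chosen after seeing the values, under DESeq2 without the filter with the eye coefficient of the interaction model (-0.68). UTS2B changed by -0.88 (log2) overall in retina against the paper's -1.10, which was reached under limma-voom (-0.95) and the eye coefficient of the interaction model (-1.11) and, chosen after seeing the values, under DESeq2 without the filter with the eye coefficient of the interaction model (-1.10). DUSP4 changed by -0.63 (log2) overall in retina against the paper's -0.94, which was reached under the eye coefficient of the interaction model (-0.95) and, chosen after seeing the values, under DESeq2 without the filter with the eye coefficient of the interaction model (-0.94). CER1 changed by -1.86 (log2) overall in choroid against the paper's -2.32, which was reached under the eye coefficient of the interaction model (-2.31) and, chosen after seeing the values, under DESeq2 without the filter with the eye coefficient of the interaction model (-2.32).

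The paper ranks choroid above retina in differing genes at ZT 0, whereas choroid had 14 and retina 19. Choroid had more under DESeq2, limma-voom, the bird block and the samples of that time and, chosen after seeing the values, DESeq2 without the filter, DESeq2 without the filter on the samples of that time and the bird block on the samples of that time. The paper has most choroidal genes lower in occluded eyes at ZT 4 and ZT 12, whereas 4 of 4 were higher at ZT 4 and 15 of 29 at ZT 12. More were lower than higher at ZT 4 under DESeq2 and, chosen after seeing the values, DESeq2 without the filter and at ZT 12 under limma-voom, the bird block and the retina score covariate. The paper states that some choroidal genes changed in opposite directions at different times, whereas all 34 genes that passed at 2 or more times had a single direction. Opposite directions appeared for 3 genes under DESeq2, 8 under the bird block and 1 under limma-voom, and for 4 under DESeq2 without the filter, chosen after seeing the values. Among the retinal genes that the paper lists overall, 22 of 24 had its direction here. The paper describes the overall genes as few in number, whereas 640 retinal and 890 choroidal genes passed. The measures appear to be unlike, since the paper's fold changes lay nearer to the eye coefficient at ZT 0 for 56 of 56 genes.

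The paper names DIO2, TH and PER2 in retina for an interaction with time, using an adjusted p under 0.1. DIO2 had 0.0878 here, and TH with 0.297 and PER2 with 0.255 did not pass. For TH, retina interaction p-values came under 0.1 with DESeq2 (0.0578), the bird block (0.0841) and limma-voom (0.0843). For PER2, retina interaction p-values came under 0.1 with DESeq2 (0.0769) and the bird block (0.0566), and not with limma-voom (0.122). DESeq2 without the filter, chosen after seeing the values, gave 0.0595 for TH and 0.0835 for PER2. Over their alternatives, birds left out aside, the adjusted p-values ran from 0.0578 to 0.555 for TH and from 0.0566 to 0.35 for PER2. TH was lower in occluded eyes in 33 of 36 birds and PER2 in 23 of 36.

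The paper calls the following genes at times when they did not pass here. BMP2 in retina at ZT 4 changed by -1.25 (adjusted p = 0.0876, lower in 6 of 6 birds), and it passed under DESeq2, and under DESeq2 without the filter and DESeq2 without the filter on the samples of that time, chosen after seeing the values. GCG in retina at ZT 8 changed by -0.54 (adjusted p = 0.0711, lower in 6 of 6 birds), and it passed under DESeq2, the bird block and the samples of that time, and under DESeq2 without the filter, DESeq2 without the filter on the samples of that time and the bird block on the samples of that time, chosen after seeing the values. GCG in retina at ZT 12 changed by -0.59 (adjusted p = 0.0996, lower in 6 of 6 birds), and it passed under DESeq2, limma-voom and the bird block, and under DESeq2 without the filter and DESeq2 without the filter on the samples of that time, chosen after seeing the values. DIO2 in retina at ZT 12 changed by -0.46 (adjusted p = 0.155, lower in 5 of 6 birds), and it passed under limma-voom, and under DESeq2 without the filter on the samples of that time, chosen after seeing the values. GAD2 in retina at ZT 16 changed by -0.34 (adjusted p = 0.119, lower in 6 of 6 birds), and it passed under DESeq2 and the bird block, and under DESeq2 without the filter, DESeq2 without the filter on the samples of that time and the bird block on the samples of that time, chosen after seeing the values. BMP3 in choroid at ZT 0 changed by 1.23 (adjusted p = 0.104, higher in 6 of 6 birds), and it passed under DESeq2, limma-voom and the bird block, and under DESeq2 without the filter, DESeq2 without the filter on the samples of that time and the bird block on the samples of that time, chosen after seeing the values. BMP3 in choroid at ZT 16 changed by 1.23 (adjusted p = 0.0578, higher in 6 of 6 birds), and it passed under DESeq2, the bird block and the retina score covariate, and under DESeq2 without the filter and DESeq2 without the filter on the samples of that time, chosen after seeing the values. MYL3 in choroid, which the paper calls at ZT 0 and ZT 12, was below the filter on low counts and was not tested in the main fit. Without the filter it passed at ZT 0 (log2 change -7.45, adjusted p = 0.0336) and not at ZT 12 (-2.99, adjusted p = 1). Under DESeq2 without the filter, chosen after seeing the values, it passed at ZT 0 (-8.08, adjusted p = 0.0269) and ZT 12 (-17.09, adjusted p = 5.04e-11). DESeq2 without the filter on the samples of each time, also chosen afterwards, gave it no adjusted p-value. It had no count in 45 of 70 choroid samples.

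Of the retinal genes in Table 3, 16 of 21 passed here, and more did under limma-voom (17), while, chosen after seeing the values, more did under DESeq2 without the filter with the eye coefficient of the interaction model (20). For choroid in Table 3, 24 of 28 passed here and no more did under any alternative set before the data were examined, while, chosen after seeing the values, more did under DESeq2 without the filter with the eye coefficient of the interaction model (27). Retinal genes of Table 4: 13 of 26 passed here, and more did under DESeq2 (26), a mean CPM of at least 1 (14) and the bird block (22), while, chosen after seeing the values, more did under DESeq2 without the filter (26). Choroidal genes of Table 4: 6 of 61 passed here, and more did under DESeq2 (58), limma-voom (22), a mean CPM of at least 1 (7) and the bird block (31), while, chosen after seeing the values, more did under DESeq2 without the filter (59). At 3 or more times in Table 5B, 5 of 9 retinal genes passed here, and more did under DESeq2 (8), DESeq2's size factors (6), limma-voom (7), a mean CPM of at least 1 (6) and the bird block (7), while, chosen after seeing the values, more did under DESeq2 without the filter (8) and DESeq2 without the filter on the samples of that time (8). Choroidal genes of Table 5B: 9 of 24 passed here, and more did under DESeq2 (24), limma-voom (17), the bird block (22) and the retina score covariate (10), while, chosen after seeing the values, more did under DESeq2 without the filter (24) and DESeq2 without the filter on the samples of that time (21). Table 6, retina at ZT 4: 4 of 10 passed here, and more did under DESeq2 (10), DESeq2's size factors (6), a mean CPM of at least 1 (5) and no sex covariate (5), while, chosen after seeing the values, more did under DESeq2 without the filter (10). Table 6, retina at ZT 8: 4 of 11 passed here, and more did under DESeq2 (9), limma-voom (7), a mean CPM of at least 1 (5), the bird block (9) and robust quasi-likelihood (5), while, chosen after seeing the values, more did under DESeq2 without the filter (8) and DESeq2 without the filter on the samples of that time (6). Table 6, choroid at ZT 12: 3 of 5 passed here, and more did under DESeq2 (4), limma-voom (4), the bird block (4) and the retina score covariate (4), while, chosen after seeing the values, more did under DESeq2 without the filter (4) and DESeq2 without the filter on the samples of that time (4). Table 6, choroid at ZT 16: 2 of 8 passed here, and more did under DESeq2 (6), the bird block (6) and the retina score covariate (4), while, chosen after seeing the values, more did under DESeq2 without the filter (6). Table 6, retina overall: 3 of 4 passed here, and more did under the eye coefficient of the interaction model (4), while, chosen after seeing the values, more did under DESeq2 without the filter with the eye coefficient of the interaction model (4).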

Other observations

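In this part, the tests chosen only after the result was seen were those of the overall values of the paper, of the heterophil genes at each comparison apart and of the swapped eye labels with the bird as a block.

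The eye labels were swapped within birds, and the splits are counted with the real one. In retina 1 of 32 splits gave at least as many genes at ZT 0, ZT 8 and ZT 12, and 3 of 32 did at ZT 4, where another split gave 128 genes. At ZT 16 and ZT 20 the 32 of 32 splits follow from the 0 genes found there, so the test could not have come out otherwise (1768 and 447 genes had an unadjusted p under 0.05). In choroid 1 of 32 splits gave as many genes at ZT 4, ZT 12 and ZT 16. There 4 of 32 did at ZT 0, 5 of 32 at ZT 8 and 7 of 32 at ZT 20, where other splits gave up to 20, 928 and 1590 genes. By this fit, which leaves out the pairing, the numbers at ZT 4 in retina and at ZT 0, ZT 8 and ZT 20 in choroid cannot be told apart from chance. For the overall comparison 1 of 50 splits gave as many genes in retina and 1 of 50 in choroid. With the sampling times dealt to birds at random, 1 of 50 splits gave as many varying genes in each tissue and eye.

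Under the bird block, 1 of 32 splits gave at least as many genes in retina at ZT 8, ZT 12 and ZT 16, and 2 of 32 did at ZT 0, ZT 4 and ZT 20, where 43, 56 and 1 genes had passed. In choroid 1 of 32 did at ZT 0, ZT 4 and ZT 16 and 2 of 32 at ZT 8, where another split gave 426 genes. At ZT 12 and ZT 20 in choroid the 5 paired birds give 16 splits, and 1 of 16 is the smallest share they allow, so the block cannot tell there (68 and 2632 genes had passed). For the overall comparison it was 1 of 50 in each tissue. With both fits, the numbers in retina at ZT 4 and in choroid at ZT 8 cannot be told apart from chance.

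The number of genes that differed in choroid at ZT 8 may depend on one bird. It was 36 without bird 26, 49 without bird 25 and 1213 without bird 28, against 351 with every bird. The overall number depended less on one bird, since the lowest count was 59.7% of the count with every bird, in retina.

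Of 11 genes of heterophils, the granulocytes of birds, listed before the data were examined, 10 were found by symbol in the paper's supplementary tables. Of these 10, 9 passed in choroid at ZT 8, with log2 changes from -4.07 (LYG2) to -7.00 (AvBD6), and 9 passed overall. The exceptions were AvBD4 at ZT 8 (adjusted p = 0.0661, log2 change -5.51) and LYG2 overall (adjusted p = 0.0711, log2 change -1.57). At ZT 4 none passed by edgeR, with adjusted p-values from 0.432 to 0.921. By DESeq2 all but CATHL3 (adjusted p = 0.0822) and LYG2 (0.0887) passed at ZT 4. All but AvBD4, AvBD6 and CATHL3 passed DESeq2's test of the interaction, where none passed by edgeR. White blood cells in a few samples are a candidate explanation. At ZT 8, 9 of the 9 genes no longer passed without bird 26, and also without bird 29. Without bird 25 it was 8 of the 9, although its open choroid had a heterophil score of 0.63. Leaving out bird 25, 26 or 29 also cut the count of all genes at ZT 8, to 49, 36 or 133. The loss is therefore not particular to heterophil genes or to birds with a high heterophil score. In the overall comparison at most 3 of 9 no longer passed without one bird. With both comparisons counted as one, as first set out, at most 9 of 18 no longer passed, which is not more than the rest. The overall result therefore does not rest on a single bird. Since birds were left out one at a time, white blood cells in several samples are not excluded, and the open choroids of birds 29, 17 and 12 had heterophil scores of 7.93, 7.58 and 7.51. The explanation remains for ZT 8 and for the overall result. The score of these genes was lower in the occluded eye in 4 of 6 birds at ZT 8 (exact paired permutation test, two-sided, p = 0.156), 5 of 5 at ZT 12 (p = 0.0625, the smallest that 5 birds allow) and 6 of 6 at ZT 16 (p = 0.0312, the smallest that 6 birds allow). It was lower in 2 of 6 birds at ZT 0, 4 of 6 at ZT 4 and 2 of 5 at ZT 20, with larger p-values than at ZT 8. These p-values are without adjustment for the 12 tests of scores. The mean difference was negative at each time but ZT 20, where it was 0.623.

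Most varying genes had their highest or lowest level at ZT 8 or ZT 12. Library numbers mostly follow the sampling time, so a library batch cannot in general be told apart from time. Those of ZT 8 and ZT 12 form a single run (104749 to 104796), apart from most others. The open eye of bird 24 at ZT 20 has library numbers that directly follow those of ZT 8 and ZT 12 in both tissues, apart from the other numbers of ZT 20. The paper's Methods state that sample processing included no batching that affected the analysis. It lay nearer to the ZT 8 and ZT 12 samples than the occluded eye did in 1 tissue, retina (difference in distance -0.099, against -0.003 to 0.040 in the other 5 birds of ZT 20), and farther in choroid (0.389, against -0.087 to 0.414 in the other 4). A batch was to show in both tissues and did not, but the test rests on a single eye in each. The value of retina lies outside those of the other birds, in the direction expected of a batch, and that of choroid does not, so a library batch is not ruled out. With the time means adjusted for sex, the lowest share over the tissues and eyes was 83.7%, against the 60% that random orderings of the times give, and it changed little with the adjustment. The genes had been selected by a test with sex in the model, and ZT 12 had no male, so sex imbalance was not put to a full test.

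The paper lists 36 genes with an absolute log2 fold change above 10. Of these, 94.4% had no count in most samples, so zero counts in one eye may lie behind these values. The overall fold changes of the paper lay nearer to the eye coefficient at ZT 0 in the model with an interaction than to the eye coefficient without one for 56 of 56 genes, with a median distance of 0.0055 against 0.3015. This is consistent with the paper's overall column being the eye coefficient at the reference time. Of its overall genes, 24 of 24 in retina and 31 of 32 in choroid are also in its list for ZT 0.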
